# Rapamycin Reverses the Hepatic Response to Diet‐Induced Metabolic Stress That Is Amplified by Aging

**DOI:** 10.1111/acel.70395

**Published:** 2026-02-07

**Authors:** Aaron Havas, Adarsh Rajesh, Xue Lei, Jessica Proulx, Karl N. Miller, Adam Field, Andrew Davis, Marcos Garcia Teneche, Armin Gandhi, Jin Lee, Gen‐Sheng Feng, Peter D. Adams

## Abstract

Aging is associated with increased susceptibility to metabolic stress and chronic liver disease, yet the interactions between age and metabolic stressors and the potential for ameliorating interventions remain incompletely understood. Here, we examined the hepatic response of young (7‐month‐old) and old (25‐month‐old) C57BL/6 male mice to a 9‐week high‐fat diet (HFD) and assessed whether rapamycin, a well‐established pro‐longevity intervention, could mitigate age‐exacerbated effects. While both age groups developed metabolic‐associated steatohepatitis (MASH), older mice displayed more severe hepatic steatosis, inflammation, and transcriptional dysregulation. Transcriptomic profiling of whole livers and purified hepatocytes revealed that aging amplifies HFD‐induced inflammatory and metabolic gene expression changes, including activation of immune pathways and suppression of metabolic pathways. Notably, treatment of aging mice with rapamycin reversed the majority of HFD‐driven transcriptional alterations, including upregulation of pro‐inflammatory regulators such as Stat1, and dysregulation of metabolic gene networks. Rapamycin also reduced hepatosteatosis, total body weight, and a tumorigenic transcriptomic signature associated with hepatocellular carcinoma risk. These findings demonstrate that aging intensifies hepatic sensitivity to dietary metabolic stress and identify rapamycin as a promising therapeutic to counteract age‐related liver dysfunction and metabolic dysfunction‐associated steatotic liver disease (MASLD) progression.

## 1 Introduction

Metabolic dysfunction associated steatotic liver disease (MASLD) is a progressive disease, including liver steatosis and inflammatory metabolic dysfunction associated steatohepatitis (MASH). MASLD is a growing public health burden through its association with cirrhosis and liver cancer development (Stefan et al. 2025; Targher et al. 2025). Obesity and associated metabolic dysfunction fueled by poor diet (e.g., high‐fat diet (HFD), ultraprocessed foods) and sedentary lifestyles have become epidemic across all age groups. Obesity increases the risk of MASLD.

As the liver ages, it exhibits structural and functional changes including reduced volume, diminished blood flow, and mild fibrosis (Harada et al. 2021; Schmucker 2005). Immune function becomes dysregulated, with increased immune cell infiltration. Aged liver also exhibits altered nutrient and insulin sensing, mitochondrial dysfunction, diminished regenerative capacity, and disrupted metabolic homeostasis (Le Couteur et al. 2025; Singh et al. 2008; Guo et al. 2022; Lin et al. 2023). Older individuals demonstrate altered fat distribution, increased susceptibility to severe steatosis, and greater risk of MASLD progression and hepatocellular carcinoma (Liang et al. 2024; Younossi et al. 2023; Shah et al. 2023). Together, these changes reduce the liver's resilience to injury and disease, underscoring its vulnerability in aging (Maeso‐Diaz et al. 2022).

While obesity‐ and metabolic dysfunction‐related pathologies have been extensively modeled, most studies examine aging and metabolic stress in isolation, failing to capture their intersection. There remains a critical need to understand how aging modifies the transcriptional and physiological landscape under conditions of dietary metabolic stress, and to identify interventions capable of mitigating these compounded effects.

Rapamycin, a selective inhibitor of mTORC1, has emerged as one of the most promising pharmacologic candidates for promoting healthy aging and extending lifespan. Across a wide range of model organisms, rapamycin has been shown to robustly increase longevity, even when administered later in life (Harrison et al. 2009; Sharp and Strong 2023; Schinaman et al. 2019). Its pro‐longevity effects are attributed to its ability to modulate key aging‐related processes, including altered growth signaling, enhanced autophagy, suppression of chronic inflammation, and improved mitochondrial and metabolic function (Zhang et al. 2021). In some metabolic disease models, rapamycin reduces adiposity and protects against hepatic steatosis and dyslipidemia (Zhao et al. 2025; Chang et al. 2009; Bitto et al. 2021; Leontieva et al. 2014a, 2014b). These effects indicate a potent role in mitigating the consequences of metabolic stress. However, few studies have investigated the impact of rapamycin on diet‐induced metabolic stress in aged mice. Although Leontieva and Blagosklonny showed that rapamycin is of benefit in old mice on HFD (Leontieva et al. 2014a, 2014b), reflected in decreased weight gain and/or extended lifespan, the molecular insights were limited.

In this study, we interrogated how aging modifies hepatic responses to metabolic stress in the form of HFD, and whether rapamycin can attenuate these effects. Using a comparative model of young and old mice subjected to HFD, we show that older mice displayed more severe HFD‐induced hepatic steatosis, inflammation, and transcriptional dysregulation. Rapamycin treatment reversed these deleterious HFD‐induced transcriptional changes, reduced body and liver mass, and improved hepatic histopathology in aged mice. These findings suggest that rapamycin can counteract the exaggerated transcriptional and physiological consequences of metabolic stress in aging, expanding our understanding of its therapeutic potential for age‐related metabolic disease.

## 2 Results

To investigate how aging impacts the response to dietary metabolic stress, we examined the effects of a HFD on young (5‐month‐old) and old (22‐month‐old) C57BL/6 male mice over a 9‐week feeding period. Both age groups exhibited comparable weight gain on HFD, with no significant differences in body weight between age groups at collection (Figure 1A). However, histological analysis revealed notable age‐dependent differences: while both young and old mice on HFD developed signs of hepatic steatosis and MASH, as evidenced by fat accumulation (Figure 1B, green arrows), hepatocyte ballooning (Figure 1B, yellow arrows), and immune infiltration (Figure 1B, red arrows, Figure S1), these features were more pronounced in the older cohort (Singh et al. 2008; Zhao et al. 2024; Nunes‐Souza et al. 2016; Kim et al. 2016; Fontana et al. 2013; Sheedfar et al. 2014).

**FIGURE 1:**
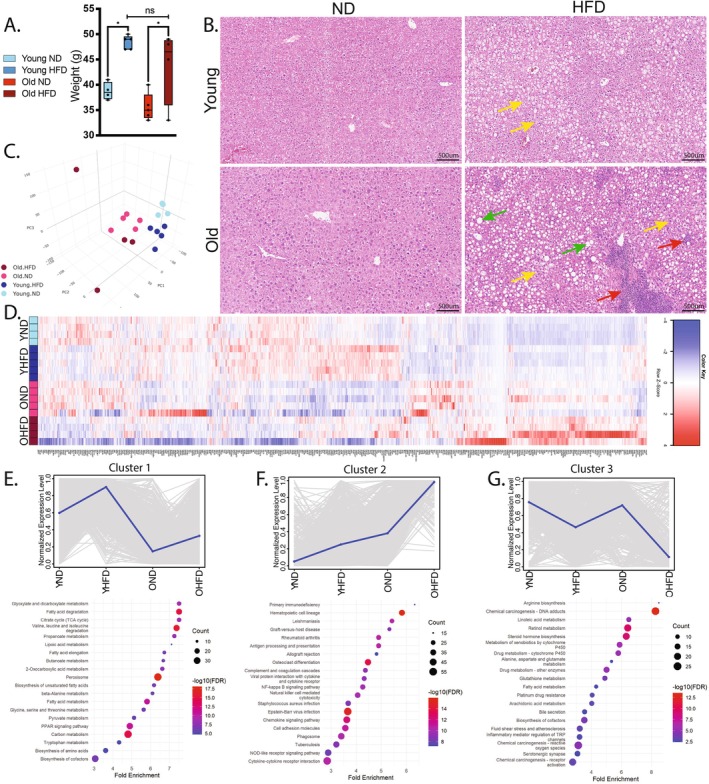
Aging exacerbates high‐fat diet (HFD)‐induced metabolic stress responses. (A) Body weight distribution (grams) of young (5‐month‐old) and aged (22‐month‐old) mice after 9 weeks of HFD or control diet. (B) Representative H&E‐stained liver sections. Green arrows indicate fat accumulation; yellow arrows indicate hepatocyte ballooning and red arrows indicate immune infiltration. (C) Principal component analysis (PCA) of whole‐liver RNA‐seq data. (D) Heatmap showing all differentially expressed genes (DEGs). (E–G) Gene clustering analysis (top panels) with associated enriched KEGG pathways (bottom panels). Statistical analysis of body weights was performed using one‐way ANOVA with post hoc Tukey's test; *p* < 0.05 is indicated by an asterisk (*).

To investigate how aging influences the hepatic response to HFD at the molecular level, we performed RNA sequencing (RNA‐seq) on whole liver samples. Principal component analysis (PCA) revealed distinct clustering of all groups, albeit with the highest variability observed in the old HFD cohort, suggesting an age‐and diet‐dependent divergence in transcriptome (Figure 1C). Differential gene expression analysis identified over 4000 differentially expressed genes (DEGs) across any cohort, with the most substantial difference—3954 DEGs—between young ND and old HFD groups (Figure 1D). Clustering of DEGs revealed three major expression trajectories. Cluster 1, encompassing 1190 transcripts upregulated by HFD in both age groups, was enriched for KEGG metabolic pathways, including fatty acid degradation and peroxisome and carbon metabolism (Figure 1E). Cluster 2, comprising 1244 transcripts elevated with age and further amplified by HFD, was enriched for inflammatory and immune activation pathways such as graft‐versus‐host disease and infection responses (Figure 1F). Cluster 3, containing 627 transcripts downregulated by HFD in both age groups, included genes involved in metabolism, cytochrome P450, and steroid hormone biosynthesis (Figure 1G). These data suggest that while the transcriptional response to HFD shares core similarities between young and old livers, aging amplifies some inflammatory and metabolic changes as identified in clusters 2 and 3, underscoring the heightened vulnerability of aged livers to metabolic stress, also observed at the histological level.

Hepatocytes are the major drivers of liver metabolic functions and exhibit ballooning and fat accumulation in response to HFD (Figure 1B yellow and green arrows). However, age and diet induced increased immune‐cell population within the liver (Figure 1B red arrow, Figure S1) and this was confirmed by CYBRSORTx (Newman et al. 2015) analysis, which indicated a number of transcriptomic changes, including a marked increase in CD8+ T signature in old livers and resting dendritic cells in old HFD livers (Figure S2). Therefore, to mitigate the potential impact of the immune cell population and to achieve a hepatocyte‐specific understanding of transcriptional responses to HFD, we performed RNA‐seq on isolated hepatocytes from an additional cohort of mice subjected to the same experimental treatment. 

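Hepatocytes, the main metabolic cells of the liver, were isolated by collagenase perfusion and a Percoll gradient from 24 male mice, 6 in each of the young ND, young HFD, old ND and old HFD groups. PolyA RNA of each mouse was sequenced. For these hepatocytes the legend of Fig. 2 gives ages of 5 and 22 months, and the sample labels give 6 and 24 months. The labels name the substrain C57BL/6N for young and C57BL/6J for old mice, where the paper names C57BL/6, so age and substrain cannot be told apart in these samples. HFD supplied 60% of calories as fat for 9 weeks, and the paper's ND supplied 10%, whereas the labels name a chow for ND. The libraries were made in 2 batches with 3 mice per group in each, except that old ND had 2 mice in batch 1 and 4 in batch 2. The authors aligned the reads to mm10 with STAR and deposited the number of reads that HTSeq counted on each gene, without normalization. They also deposited FPKM values computed with CuffLinks and adjusted between batches. The total counted on genes per mouse was 15134973 to 22185069 in young ND (median 17349317) and 15458168 to 17807883 in young HFD (median 17100053). It was 13692834 to 17676870 in old ND (median 14449122) and 9200332 to 13517632 in old HFD (median 13018718), so every old HFD mouse had a smaller total than any other mouse. The 10 genes with the most counts took 21.2% ± 1.66 (SD, n = 6) of all counts in young ND, 21.5% ± 1.97 in young HFD, 25.8% ± 4.61 in old ND and 22.7% ± 4.53 in old HFD. After scaling by edgeR's TMM method, 13583 genes had enough counts to be tested in 1 model of all 24 mice with terms for group and batch. DEGs were the genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Counts of mice in the same group differed by more than sampling noise in every pair, with a chi-square of at least 15.9 per degree of freedom. The median SD of a gene's log2 CPM (counts scaled to library size) was 0.20 between young ND mice, 0.25 in young HFD, 0.31 in old ND and 0.49 in old HFD. The groups share replicate numbers 1 to 6, and deviations of same-numbered mice from their group means had a mean correlation of 0.182. It was -0.00199 once batch means were also removed, and results with the replicate number as a block are given beside the main ones. Transcripts of immune cells were detected in these preparations. Ptprc (ENSMUSG00000026395), which encodes Cd45 and lies on chromosome 1 from 138062861 to 138175708 of GRCm38, had 0.989 ± 1.06 CPM (SD, n = 6) in young ND and 3.86 ± 2.56 in young HFD. Its level was 11.6 ± 11.7 CPM in old ND and 6.90 ± 5.54 in old HFD. The log2 fold change of Ptprc in old ND over young ND was 3.53 (standard error 0.72, adjusted p = 0.00462 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 5.12 in batch 1 and 2.95 in batch 2, and 3.77 with the replicate block. Between old HFD and old ND it was -0.51 (standard error 0.63, adjusted p = 0.685 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.51 in batch 1 and -0.58 in batch 2.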

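Principal component analysis of log2(FPKM + 1) over 26244 genes placed 25.2% of the variance on the first component, 15.1% on the second and 10.3% on the third. Over these 3 components, the mean distance from the young ND centroid was 6.07 ± 1.88 (SD, n = 6 mice) in young ND and 24.3 ± 6.44 in young HFD. It was 25.7 ± 15.0 in old ND and 38.3 ± 14.2 in old HFD. Old HFD mice lay 14.1 farther from young ND than young HFD mice did (two-sided exact permutation test within batches, p = 0.065, adjusted p = 0.108 over 5 tests), 16.5 in batch 1 and 11.7 in batch 2. They lay 12.5 farther than old ND mice (exact permutation test, p = 0.203, adjusted p = 0.254), 20.2 in batch 1 and 7.06 in batch 2, a difference smaller than the SD of either group. Distances to the own group's centroid were larger in old HFD than in young ND by 13.3, 16.7 in batch 1 and 9.97 in batch 2, and than in young HFD by 11.8, 13.3 in batch 1 and 10.3 in batch 2. In both comparisons all 6 old HFD mice were above every mouse of the other group (exact permutation test, p = 0.005, the smallest this arrangement allows, adjusted p = 0.0125). Without old HFD replicate 2 the adjusted p rose to 0.411 against young ND and 0.3 against young HFD (exact permutation test), so neither difference passed, and the second also did not pass in 2 other fits that left out 1 mouse. Compared with old ND, this spread was larger by 5.40 (exact permutation test, p = 0.437), 12.7 in batch 1 and 0.321 in batch 2. With sign flips of same-numbered mice as replicate blocks, whose smallest p is 0.0312, the adjusted p of the first 2 spread differences was 0.0781 (exact permutation test). Taking distances over all components changed the call of the first test, with old HFD 12.99 farther than young HFD (exact permutation test, adjusted p = 0.025). DEGs numbered 4100 between old HFD and young ND, 2345 higher and 1755 lower in old HFD, while limma on log2(FPKM + 1) gave more lower (1709) than higher (1360). Between old ND and young ND there were 1155 (986 higher in old), and between old ND and young HFD 563. HFD gave 475 DEGs in young mice (259 higher) and 409 in old mice (186 higher), and old HFD differed from young HFD by 304. Together, 4650 genes were DEGs in at least 1 of the 6 pairwise comparisons. With the replicate block in place of the batch, the comparisons gave 3478, 1350, 612, 283, 445 and 131 DEGs in the same order and 4241 together. Using only the mice of the 2 groups compared moved the number for HFD in young mice most among fits of both batches, to 2474. In old mice it gave the lowest number for HFD, 14, and DESeq2 with batch gave the highest, 1137. Batch 1 alone gave 935 DEGs over all comparisons and batch 2 alone 659. Srgap3 (ENSMUSG00000030257), on chromosome 6 from 112717971 to 112947266, was among the genes with the lowest log2 fold change in old HFD over young ND, at -3.54 (standard error 0.43, adjusted p = 1.72e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -3.62 in batch 1 and -3.48 in batch 2. It had 9.27 ± 2.66 CPM (SD, n = 6) in young ND and 0.779 ± 0.578 in old HFD, and its change with the block was -3.64. Cyp2b13 (ENSMUSG00000040583), on chromosome 7 from 26061497 to 26096197, is listed at 0 counts in all 6 young ND mice and had 12.6 ± 12.4 CPM (SD, n = 6) in old HFD, uncertain since reads could be split between Cyp2b copies.

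**Figure D1:**
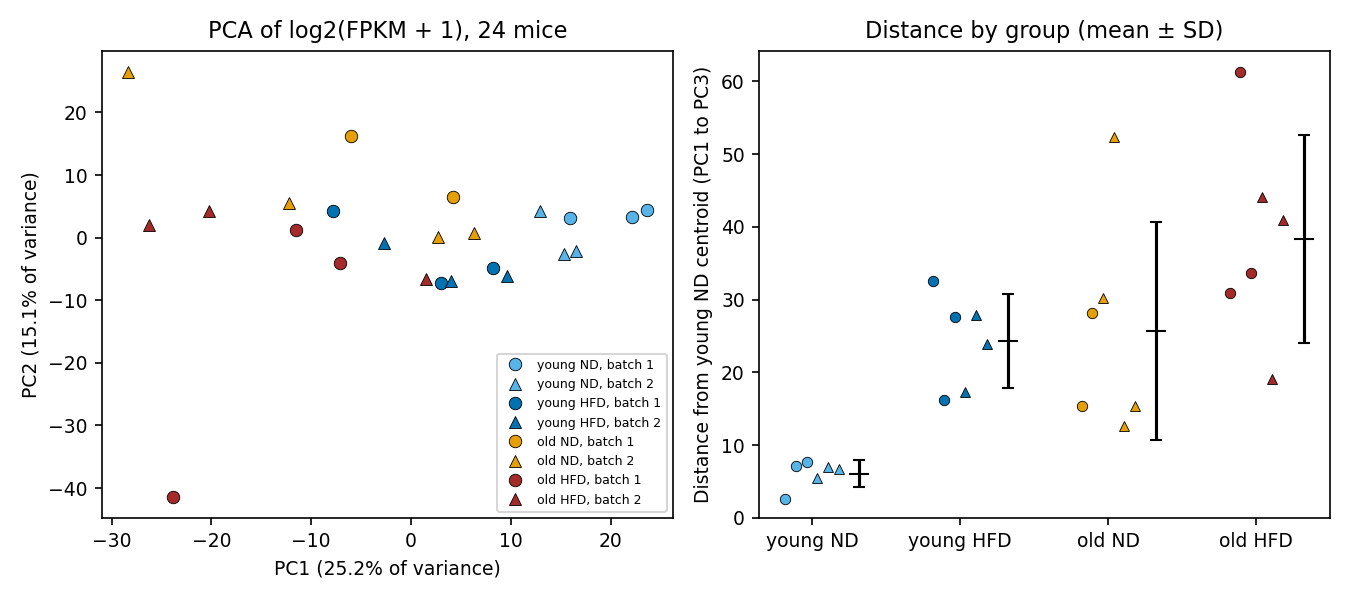
Principal component scores with the percent of variance on each axis, and distance of each mouse from the young ND centroid over 3 components, for 24 mice in 4 groups. Circles are batch 1, triangles batch 2, and bars the mean and SD of 6 mice; distances of old HFD mice run from 19.1 to 61.3 and those of old ND mice from 12.6 to 52.4.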

PCA again revealed the greatest transcriptional variation and divergence from young normal diet in the old HFD cohort, supported by a heatmap showing 5565 DEGs between any pairwise comparison (Figure 2A,B). Analysis identified three major gene clusters comprising over 50% of the DEGs (Figure 2C). 

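Of the DEGs of any comparison, 4482 had a nonzero mean FPKM in every group and were clustered on their group means by Pearson correlation distance with average linkage. The paper's text does not name the number of groups into which the dendrogram was divided, and 8 were used here. The groups whose mean profiles were nearest to those of Fig. 2C held 389, 975 and 1796 genes for Clusters 1, 2 and 3, or 67.96% of the DEGs. Clustering on log2 CPM changed Cluster 2 most, to 2161 genes, and taking genes by a correlation of at least 0.9 with the paper's profiles changed Clusters 1 and 3 most, to 198 and 1065. With each gene scaled from 0 to 1, the mean Cluster 1 profile was 0.146 in young ND, 0.894 in young HFD, 0.111 in old ND and 0.821 in old HFD. Cluster 2 went from 0.0318 in young ND through 0.272 in young HFD and 0.375 in old ND to 1.00 in old HFD. Cluster 3 went from 0.983 through 0.501 and 0.547 to 0.0170 in the same order.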

Cluster 1, containing 439 transcripts upregulated by HFD in hepatocytes of both young and old mice, was enriched for metabolic pathways, such as fatty acid degradation, peroxisome signaling, and fat digestion, similar to Cluster 1 from whole‐liver analysis (Figure 2C,D). 

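In Cluster 1, 112 genes were DEGs between young HFD and young ND and 103 between old HFD and old ND, all higher on HFD. The median log2 fold change of the cluster on HFD was 0.56 in young and 0.57 in old mice. Hand-written lists were used in place of the KEGG pathways, which were not analysed here. Of 41 fatty acid degradation genes, 11 were in the cluster, where 1.21 would fall by chance (9.10-fold, one-sided Fisher's exact test across genes, adjusted p = 2.87e-07 over 63 tests). Of 73 peroxisome genes, 8 were in it (3.72-fold, one-sided Fisher's exact test, adjusted p = 0.00844), and genes of a list are not independent replicates. As the mean z-score of log2 CPM over the whole list, fatty acid degradation differed on HFD by 0.136 in young mice (two-sided exact permutation test within batches, p = 0.295), 0.131 in batch 1 and 0.141 in batch 2. In old mice it differed by 0.305 (exact permutation test, p = 0.446), 0.489 in batch 1 and 0.176 in batch 2. The peroxisome score differed by 0.0804 in young mice (exact permutation test, p = 0.36), 0.119 in batch 1 and 0.042 in batch 2, and by 0.412 in old mice (p = 0.24), 0.578 in batch 1 and 0.297 in batch 2. With replicate blocks, whose smallest p is 0.0312, the old differences were 0.473 and 0.535 (exact permutation test, adjusted p = 0.198 for each). Among the fatty acid degradation genes with the smallest adjusted p in old mice was Cyp4a10 (ENSMUSG00000066072), on chromosome 4 from 115518264 to 115533649, with 91.0 ± 52.8 CPM (SD, n = 6) in old ND and 418 ± 231 in old HFD. Its log2 fold change was 1.92 (standard error 0.44, adjusted p = 0.0218 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2.45 in batch 1 and 1.43 in batch 2, and 2.23 with the block, and old ND replicate 4 was lowest at 3.34 log2 CPM. In young mice Cyp4a12a (ENSMUSG00000066071), on chromosome 4 from 115299046 to 115332815, was lower on HFD with a log2 fold change of -1.40 (standard error 0.27, adjusted p = 0.00449 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -1.94 in batch 1 and -0.87 in batch 2. Both Cyp4a values are uncertain, since reads could be split between Cyp4a copies. Of the peroxisome list, Gstk1 (ENSMUSG00000029864), on chromosome 6 from 42245935 to 42250447, had 79.3 ± 15.5 CPM (SD, n = 6) in old ND and 180 ± 84.8 in old HFD. The log2 fold change of Gstk1 was 1.10 (standard error 0.18, adjusted p = 0.00306 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1.41 in batch 1 and 0.79 in batch 2, and old HFD replicate 2 stood apart at 8.45 log2 CPM. Pmvk (ENSMUSG00000027952), on chromosome 3 from 89454541 to 89469013, was lower on HFD in young mice, at -0.85 (standard error 0.16, adjusted p = 0.00449 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.72 in batch 1 and -0.94 in batch 2.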

Cluster 2 included 1033 transcripts elevated with age and further amplified by HFD and was enriched for pathways involved in infection and antigen presentation, again similar to Cluster 2 from whole‐liver analysis (Figure 2C,E). 

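Of the Cluster 2 genes, 966 were DEGs higher in old HFD than in young ND and 213 higher in old ND than in young ND. HFD raised 74 of them in old mice and 40 in young mice. The median log2 fold change was 0.48 with age on ND, 0.31 on HFD in young and 0.52 on HFD in old mice. The cluster held 17 of 40 antigen presentation genes (5.75-fold over chance, one-sided Fisher's exact test across genes, adjusted p = 1.88e-08) and 38 of 50 interferon response genes (10.3-fold, adjusted p = 1.69e-31). It held 11 of 14 MHC class I and 0 of 8 MHC class II genes, and 9 of 34 immune cell markers (3.58-fold for the markers, one-sided Fisher's exact test, adjusted p = 0.00485). The antigen presentation score was higher in old ND than in young ND by 0.859, 0.952 in batch 1 and 0.794 in batch 2, with all 6 old mice above every young mouse (two-sided exact permutation test within batches, p = 0.00286, the smallest this arrangement allows, adjusted p = 0.0543 over 19 tests). HFD raised it in old mice by 0.417, 0.36 in batch 1 and 0.457 in batch 2 (exact permutation test, p = 0.177). The interferon response score differed by 1.17 with age, 1.16 in batch 1 and 1.18 in batch 2 (exact permutation test, p = 0.00857, adjusted p = 0.0651). On HFD in old mice it differed by 0.587, 0.997 in batch 1 and 0.301 in batch 2 (exact permutation test, p = 0.157). Immune cell markers scored 1.27 higher in old ND than in young ND, 1.78 in batch 1 and 0.922 in batch 2 (exact permutation test, p = 0.0143, adjusted p = 0.0651). Between old HFD and old ND the marker score differed by 0.0345 (exact permutation test, p = 0.963), -0.0555 in batch 1 and 0.0975 in batch 2. With replicate blocks the age differences of these 3 scores were 0.895, 1.15 and 1.4 (exact permutation test, adjusted p = 0.17 for each), and the last difference on HFD became -0.0266. The smallest p with blocks is 0.0312, too large for a few scores to pass over 19 tests, so that adjusted p decides nothing on the age differences. Scores of MHC class I and class II genes were 1.06 and 1.62 higher with age on ND. HFD raised them by 0.857 and 1.04 in young mice (exact permutation test, adjusted p = 0.0488 over 78 tests for each of these 4 differences). In old mice they differed on HFD by 0.894 and -0.0512 (exact permutation test, p = 0.06 and 0.909). H2-Aa (ENSMUSG00000036594), an MHC class II gene on chromosome 17 from 34282744 to 34287823, had 1.54 ± 1.18 CPM (SD, n = 6) in young ND, 12.5 ± 11.8 in young HFD, 35.1 ± 29.3 in old ND and 34.4 ± 32.5 in old HFD. Its log2 fold change with age was 4.51 (standard error 0.81, adjusted p = 0.00318 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 5.91 in batch 1 and 3.85 in batch 2. H2-T23 (ENSMUSG00000067212), a class I gene on chromosome 17 from 36029773 to 36032855, had 217 ± 53.4 CPM (SD, n = 6) in old ND and 376 ± 87.1 in old HFD, a log2 fold change of 0.75 (standard error 0.16, adjusted p = 0.0133 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.77 in batch 1 and 0.70 in batch 2. Both H2 values are uncertain, since reads could be split between H2 copies. The interferon response gene Xaf1 (ENSMUSG00000040483), on chromosome 11 from 72301629 to 72313733, was higher in old ND than in young ND by 2.23 on the log2 scale (standard error 0.36, adjusted p = 0.00177 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1.88 in batch 1 and 2.41 in batch 2. Ifit1 (ENSMUSG00000034459), on chromosome 19 from 34640871 to 34650009, was higher in old HFD than in old ND by 2.10 (standard error 0.57, adjusted p = 0.0422 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3.73 in batch 1 and 0.61 in batch 2, and by 2.45 with the replicate block (adjusted p = 0.0091 in the same test). The adjusted p of Ifit1 was 0.00566 with DESeq2 with batch, and in the main test it was above 0.05 in 18 of the 24 fits that each left out 1 mouse, and young ND replicate 1 stood apart at 3.31 log2 CPM.

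**Figure D2:**
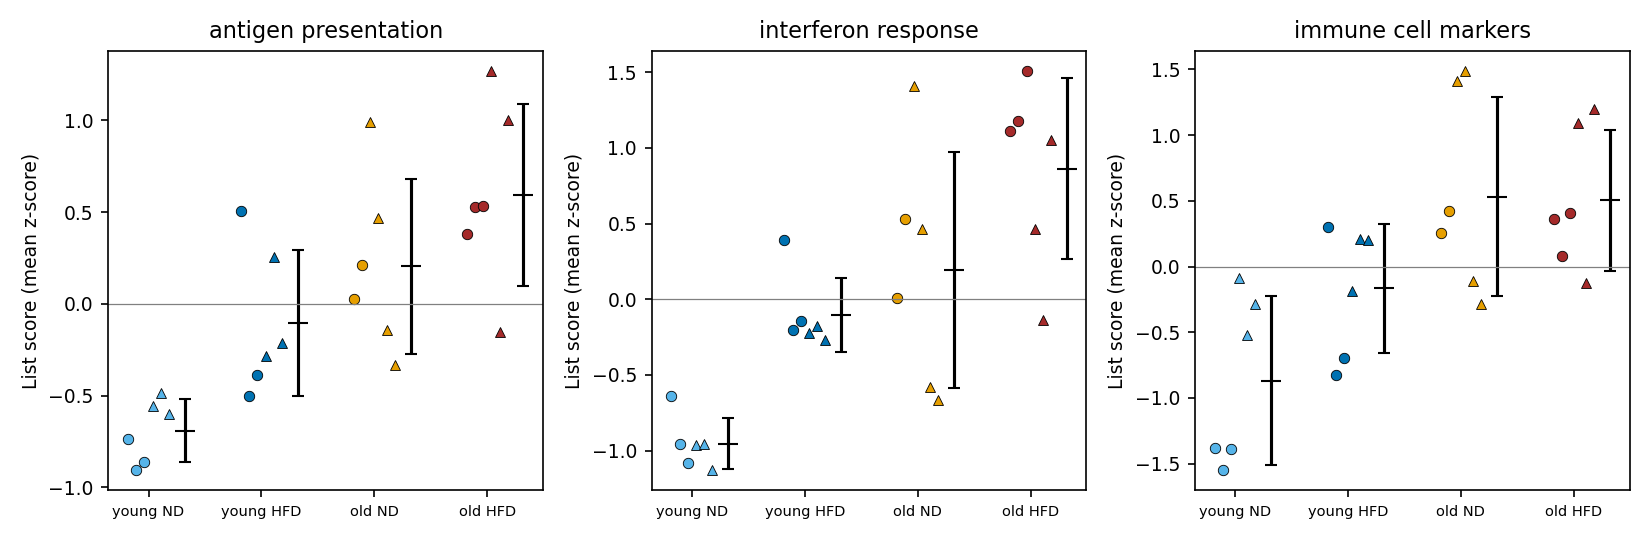
Scores (mean z-score of log2 CPM over the genes of a list) of antigen presentation, interferon response and immune cell markers for 24 mice in 4 groups. Circles are batch 1, triangles batch 2, and bars the mean and SD of 6 mice; the mean immune cell marker score is -0.868 in young ND, -0.165 in young HFD, 0.530 in old ND and 0.503 in old HFD.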

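Of the Cluster 3 genes, 1736 were DEGs lower in old HFD than in young ND and 10 were higher. HFD lowered 187 of them in young mice and 186 in old mice, and 103 were lower in old ND than in young ND. The cluster held 22 of 59 steroid hormone biosynthesis genes (2.74-fold over chance, one-sided Fisher's exact test across genes, adjusted p = 5.61e-05) and 16 of 70 cytochrome P450 genes (1.68-fold, adjusted p = 0.137). The steroid hormone biosynthesis score differed on HFD in young mice by -0.366, -0.401 in batch 1 and -0.331 in batch 2, with 5 of 6 HFD mice below every ND mouse (two-sided exact permutation test within batches, p = 0.015, adjusted p = 0.0651). In old mice the difference was -0.129, -0.109 in batch 1 and -0.142 in batch 2 (exact permutation test, p = 0.669), smaller than the SD of 0.647 between old ND mice. The cytochrome P450 score differed by -0.0379 on HFD in young mice, -0.0518 in batch 1 and -0.0239 in batch 2 (exact permutation test, p = 0.69), and by 0.163 when genes were not scaled. In old mice it differed by 0.0248, -0.0026 in batch 1 and 0.044 in batch 2 (exact permutation test, p = 0.911), so the direction in batch 1 was the opposite. With replicate blocks, whose smallest p is 0.0312, the steroid difference in young mice had an adjusted p of 0.17 (exact permutation test). Cyp3a11 (ENSMUSG00000056035), a cytochrome P450 on chromosome 5 from 145854426 to 145879964, had 4430 ± 569 CPM (SD, n = 6) in young ND, 720 ± 205 in young HFD, 3157 ± 880 in old ND and 631 ± 201 in old HFD. Its log2 fold change on HFD was -2.62 in young mice (standard error 0.23, adjusted p = 2.66e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -2.68 in batch 1 and -2.53 in batch 2. In old mice it was -2.37 (standard error 0.23, adjusted p = 4.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -2.26 in batch 1 and -2.54 in batch 2. Reads could be split between Cyp3a copies, which makes the values of Cyp3a11 uncertain, and old ND replicate 4 was lowest at 10.57 log2 CPM.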

Cluster 3, comprising 1421 transcripts downregulated by HFD in both age groups, was associated with pathways such as metabolism, cytochrome P450, and steroid hormone biosynthesis, echoing the findings from the corresponding whole‐liver Cluster 3 (Figure 2C,F). To better assess the similarity of Clusters 1–3 from whole liver and hepatocytes, we analyzed the overlap of DEGs in the corresponding clusters between whole liver and isolated hepatocytes. While many DEGs are unique to one but not the other, a significant number of genes are shared between whole liver and hepatocytes in all 3 clusters (Figure 2G–I). 

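Whether the HFD response depended on age was tested as the age by diet interaction, the difference between the HFD effect in old and in young mice. No gene passed (0 of the genes tested, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1247 had an unadjusted p under 0.05, where 679 would by chance. With the replicate block in place of the batch 1 gene passed, and testing all genes without a minimum count changed the number most, to 587. The HFD effect averaged over both ages passed for 1870 genes, 813 higher and 1057 lower, and 1857 of these changed in the same direction in both ages. The change was larger in old mice for 1021 of them (54.6%, jackknife error 19.4 over mice). This was 51.5% in batch 1, 57.6% in batch 2 and 55.9% with the block. It was 47.9% without a count filter and 33.3% with an added log2 fold change threshold of 1. In the main test the median absolute log2 change of the 1870 genes was 0.45 in young and 0.52 in old mice. DEGs on HFD in both ages numbered 107, in young mice alone 368 and in old mice alone 302. The change was larger in old mice for 50.4% of Cluster 1, 62.9% of Cluster 2 and 60.3% of Cluster 3 genes, and since Clusters 2 and 3 were chosen by profiles with old HFD at the extreme, part of this follows from the choice. In Cluster 2, 140 genes had an unadjusted p under 0.05 for the interaction, and in Cluster 3 78 genes. Cyp2b9 (ENSMUSG00000040660), on chromosome 7 from 26173411 to 26210661, was among the cytochrome P450 genes with the smallest interaction p, at -5.14 (standard error 0.99, adjusted p = 0.141 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -4.55 in batch 1 and -4.51 in batch 2. It had 0.303 ± 0.300 CPM (SD, n = 6) in young ND, 71.5 ± 55.6 in young HFD, 8.37 ± 6.75 in old ND and 68 ± 47 in old HFD, uncertain since reads could be split between Cyp2b copies. With DESeq2 with batch, the Cyp2b9 interaction had an adjusted p of 0.00419. The paper's conclusion on age and HFD refers to its results and names Clusters 2 and 3 for the amplified effects.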

Overall, these results show that age modifies the liver's response to HFD, in many cases amplifying the effects of HFD (Clusters 2 and 3), and these effects are apparent even in enriched hepatocytes.

**FIGURE 2:**
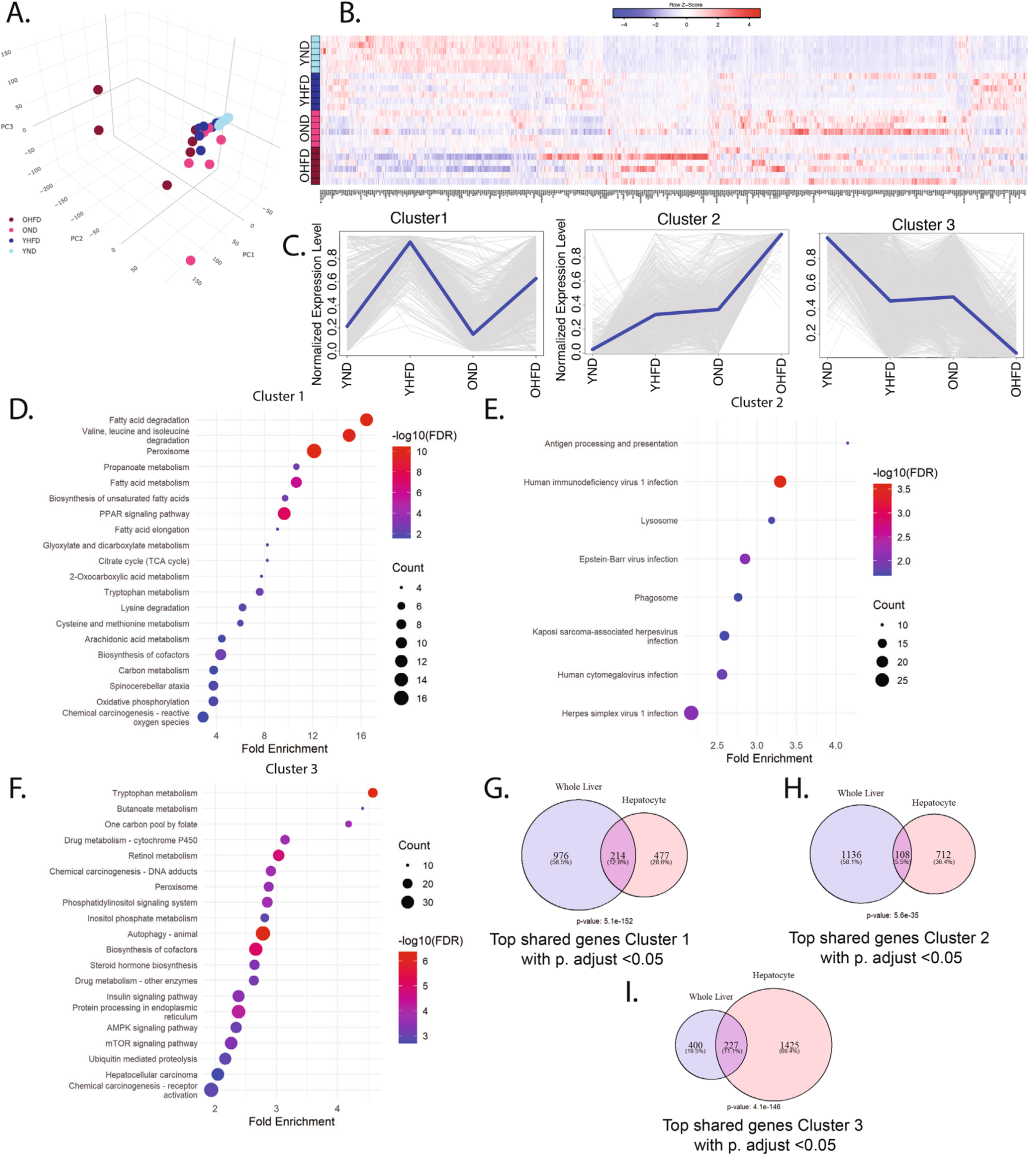
Aged hepatocytes exhibit hyperbolic metabolic dysfunction and heightened proinflammatory signaling in response to HFD. Hepatocytes were isolated from 5‐month‐old (young) and 22‐month‐old (aged) mice following 9 weeks of control or high‐fat diet (HFD) treatment. (A) Principal component analysis (PCA) of hepatocyte RNA‐seq data. (B) Heatmap of all differentially expressed genes (DEGs). (C) Top three gene expression clusters, showing patterns based on age and diet. (D–F) Enriched KEGG pathways corresponding to clusters shown in (C). (G–I) Venn diagrams comparing genes from whole liver and isolated hepatocyte datasets within analogous clusters 1–3, respectively.

Given the interaction between age and HFD, we wondered whether the pro‐longevity intervention rapamycin would mitigate the effects of HFD in aged mice. To address this, we administered rapamycin (42 ppm encapsulated in eudragit, eRapamycin (eRapa)) or vehicle control to C57BL/6 male mice, beginning at 4 months of age to avoid developmental effects. At 18 months, mice were either maintained on ND or switched to HFD ± eRapa for 9 weeks, resulting in three cohorts: ND + vehicle, HFD + vehicle, and HFD + eRapa (Figure 3A). At 21 months, whole livers were collected for histological and tissue analysis, and hepatocytes were isolated for biomarker analysis and RNA sequencing.

**FIGURE 3:**
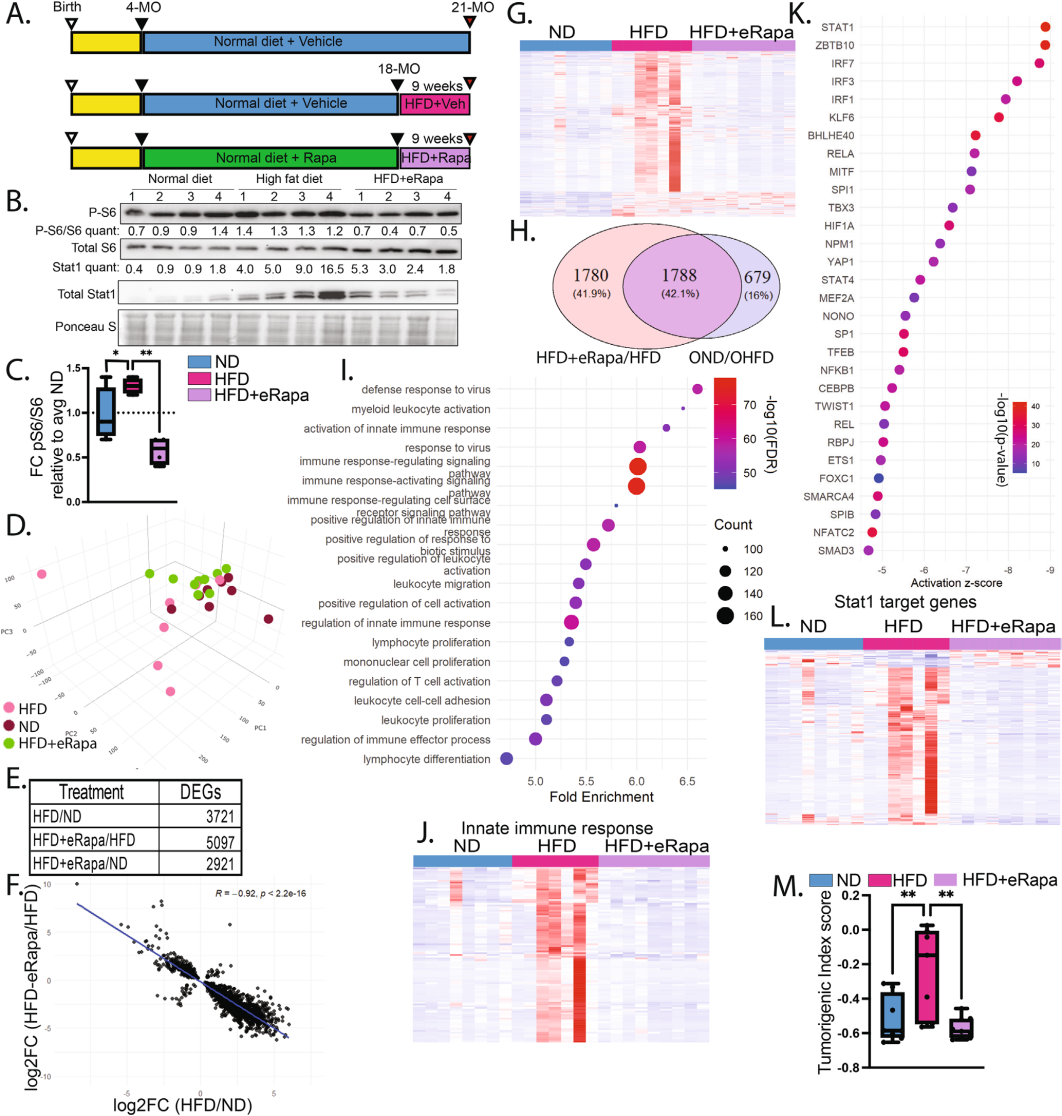
Rapamycin co‐treatment mitigates proinflammatory transcriptional hyperactivation in aged mice exposed to HFD. (A) Protocol: Mice received ND or eRapamycin‐containing diet from 4 to 18 months, followed by 9 weeks on HFD or ND. (B) Western blot of liver tissue. (C) Fold change of p‐S6/S6 compared to control diet. (D) PCA of RNA‐seq from isolated hepatocytes. (E) Number of DEGs across treatment groups. (F) Scatter plot comparing HFD‐induced gene expression changes (HFD + veh vs. ND + veh) to all gene expression changes with eRapamycin (eRapa+HFD vs. HFD + veh). (G) Heatmap of genes upregulated by HFD + vehicle treatment. (H) Venn diagram showing overlap between transcripts elevated by HFD versus ND and those decreased by rapamycin. (I) KEGG enrichment analysis of overlapping genes. (J) Heatmap of innate immune response genes. (K) Top transcription factor pathways predicted by IPA in the overlapping gene set. (L) Heatmap of Stat1 target genes. (M) Tumorigenic index score calculated per mouse. Statistical analyses for p‐S6/S6 ratios and tumorigenic index scores were performed using one‐way ANOVA with post hoc Tukey's test; *p* < 0.05 (*), *p* < 0.1 (**).

Albumin concentration in whole tissue homogenates was assayed by ELISA (normalized to total protein) and showed no significant difference between cohorts (Figure S3A), indicating comparable gross liver function, at least by this measure. Western blot analysis of the ratio of phosphorylated S6 to total S6, a marker of mTOR activity, was significantly reduced in hepatocytes of the HFD‐eRapa group as compared to the HFD + veh cohort, indicating on target activity of rapamycin (Figure 3B,C). PCA of hepatocyte transcriptomes revealed a tendency to distinct clustering of cohorts (Figure 3D). Analysis of mTor target genes showed that HFD + Veh exhibited increased mTor signaling relative to ND + veh, while HFD + eRapa antagonized this trend (Figure S3B–E), further indicating on‐target activity of the eRapa within the diet.

Comparing DEGs, the greatest number (5097) was observed between HFD + eRapa and HFD + veh cohorts (Figure 3D,E). Of note, HFD + eRapa versus ND + veh (2921) showed fewer DEGs than HFD + veh versus ND + veh (3721), consistent with an ability of rapamycin to antagonize the effects of HFD. Indeed, a plot of all genes differentially expressed between HFD + veh versus ND + veh against those genes in HFD + eRapa versus HFD + veh indicated that rapamycin reversed or suppressed most transcriptional changes induced by HFD, with a Pearson correlation of −0.92 between DEGs modulated by HFD + veh and averted by HFD + eRapa (Figure 3F). This is visualized by a heatmap of all genes upregulated in HFD + veh versus ND + veh showing a strong suppression by HFD + eRapa (Figure 3G). 

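In hepatocytes of the young and old mice on ND or HFD (Fig. 2), the score of 46 genes of valine, leucine and isoleucine degradation named in Fig. S3H was 0.272 ± 0.335 (SD, n = 6 mice) in young ND and 0.412 ± 0.371 in young HFD. The score was -0.597 ± 0.813 in old ND and -0.0875 ± 0.912 in old HFD. Old ND differed from young ND by -0.749, -0.517 in batch 1 and -0.911 in batch 2, with 3 of 6 old mice below every young mouse (two-sided exact permutation test within batches, p = 0.0171, adjusted p = 0.0651). HFD raised the score by 0.14 in young mice, 0.148 in batch 1 and 0.132 in batch 2 (exact permutation test, p = 0.255). In old mice HFD raised it by 0.328, 0.502 in batch 1 and 0.206 in batch 2 (exact permutation test, p = 0.423), less than the SD of either old group. With replicate blocks, whose smallest p is 0.0312, the age difference was -0.869 (exact permutation test, adjusted p = 0.17). Other metabolic lists were lower in old ND as well. The fatty acid degradation score was 0.293 ± 0.336 in young ND and -0.598 ± 0.813 in old ND, and the peroxisome score 0.26 ± 0.158 and -0.568 ± 0.696. Their age differences were not tested. Among the genes of the list with the smallest adjusted p with age was Aox3 (ENSMUSG00000064294), on chromosome 1 from 58113130 to 58200698, with 1075 ± 305 CPM (SD, n = 6) in young ND and 497 ± 222 in old ND. Its log2 fold change was -1.05 (standard error 0.26, adjusted p = 0.0138 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.83 in batch 1 and -1.12 in batch 2, uncertain since reads could be split between Aox copies. Agxt2 (ENSMUSG00000089678), on chromosome 15 from 10358532 to 10410153, was higher on HFD in young mice by 0.48 on the log2 scale (standard error 0.12, adjusted p = 0.0251 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.46 in batch 1 and 0.53 in batch 2. In old mice Agxt2 was higher on HFD by 0.71 (standard error 0.12, adjusted p = 0.00286 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.65 in batch 1 and 0.73 in batch 2.

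**Figure D3:**
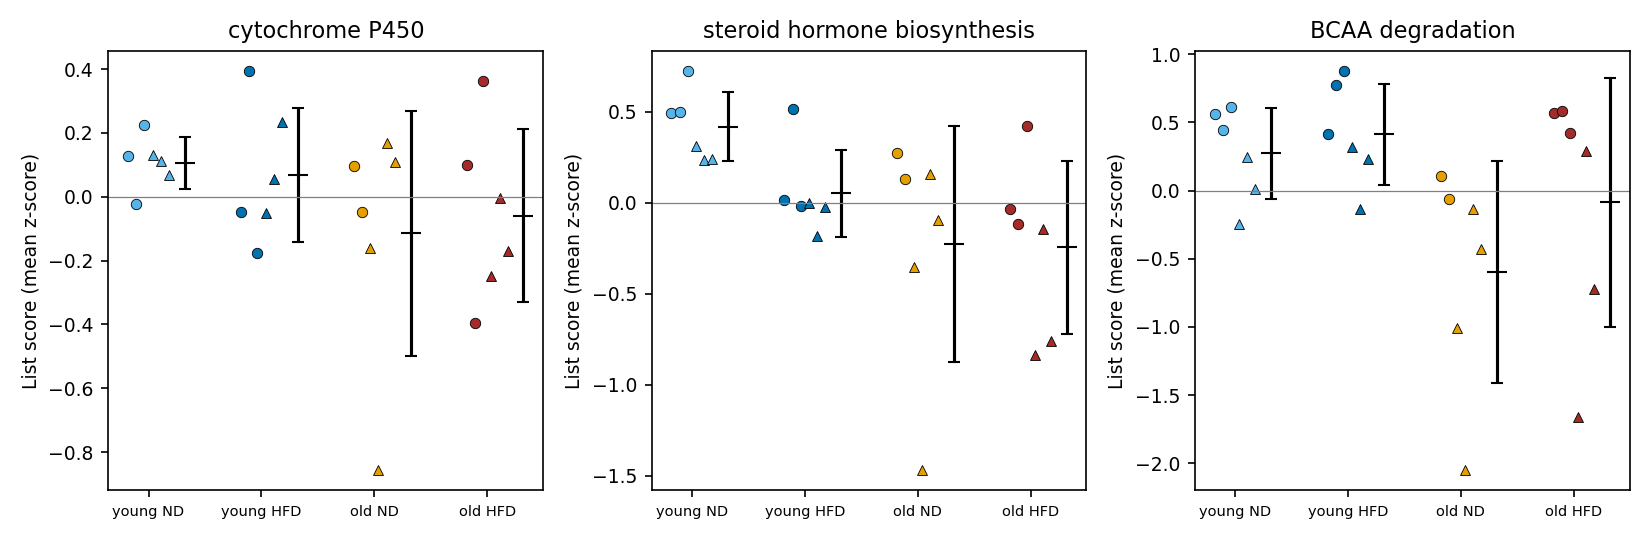
Scores (mean z-score of log2 CPM over the genes of a list) of cytochrome P450, steroid hormone biosynthesis and BCAA degradation for 24 mice in 4 groups. Circles are batch 1, triangles batch 2, and bars the mean and SD of 6 mice; the lowest BCAA degradation score of an old ND mouse is -2.05.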

One of the main pathways identified to be mainly modulated with age was the metabolism of branch chain amino acids (Valine, Leucine and Isoleucine), which was slightly increased with HFD. This trend remains the same in this experiment yet the addition of eRapa significantly increased this metabolic pathway (Figure S3F–I). Interestingly, genes differentially expressed in young ND versus old ND tended to be regulated in the opposite direction by eRapa on HFD, suggesting eRapa's ability to antagonize age‐associated changes in gene expression even on HFD (Figure S3J).

Previous analysis of whole liver and purified hepatocytes identified Clusters 1 and 2 as upregulated by HFD (Figures 1 and 2). We asked whether these genes are suppressed by rapamycin. Of 2467 genes upregulated by HFD + veh in hepatocytes of old mice, 72% (1788 genes) were downregulated by HFD + eRapa, a highly significant 6.5‐fold enrichment over random (Figure 3H). These genes were enriched for immune‐related processes such as defense response to infection and innate immune activation (Figure 3I), like Cluster 2 induced by age and HFD + veh (Figures 1 and 2). A heatmap of the genes associated with regulation of innate immune response shows the effect of HFD + eRapa to assuage this HFD‐induced activation of this pathway (Figure 3J). Ingenuity Pathway Analysis (IPA) highlighted key pro‐inflammatory transcriptional regulators, including *Stat1*, *Irf3*, and *Rela*, which were downregulated by HFD + eRapa (Figure 3K). A heatmap of *Stat1* target genes exemplifies this repressive effect of HFD + eRapa (Figure 3L). Western blot analysis confirmed elevated *Stat1* protein levels in HFD + veh and a marked reduction in HFD + eRapa (Figure 3B). Assessment of senescence associated secretory phenotype (SASP) genes showed an elevation with HFD + veh that is reduced with HFD + eRapa (Figure S3K,L). To assess the association of these transcriptional changes on risk of cancer, a disease whose incidence is increased with age and metabolic stress, we applied the tumorigenic index (TI) algorithm developed by Wang et al. (2019) which calculates the likelihood of hepatocellular carcinoma (HCC) development based on RNA‐seq data. The TI, elevated by HFD + veh compared to ND + veh, was completely normalized in the HFD + eRapa cohort (Figure 3M). Collectively, these results demonstrate that rapamycin suppresses many of the HFD‐induced pro‐inflammatory and pro‐tumorigenic transcriptional changes in livers of aged mice on HFD, indicating a protective effect against inflammation and associated oncogenic stress in the context of aging.

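In hepatocytes, 1739 Cluster 3 genes had a negative log2 fold change on HFD in young mice and 1727 in old mice. The median log2 fold change was -0.28 in young and -0.34 in old mice, and the median interaction was -0.05. The change was larger in old mice for 1083 of the 1796 genes, in part because the cluster was chosen by its low level in old HFD, and 0 genes passed in the interaction test. At an unadjusted p under 0.05, 788 genes differed on HFD in young and 987 in old mice. The age by diet interaction of the cytochrome P450 score was 0.0793, 0.0492 in batch 1 and 0.0679 in batch 2 (two-sided permutation test, p = 0.717), 0.0935 with replicate blocks and -0.0894 when genes were not scaled. For steroid hormone biosynthesis it was 0.27, 0.292 in batch 1 and 0.189 in batch 2 (permutation test, p = 0.379, adjusted p = 0.657 over 78 tests of further lists and comparisons).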

Analysis of whole liver and purified hepatocytes identified a cluster of genes (Figures 1 and 2, Cluster 3) that was down regulated by HFD in both young and old, but especially in old. Of these 1254 genes down regulated by HFD, 477 were rescued by rapamycin treatment of old mice (*p* value: 3.49e‐88 and Fold Enrichment: 6.6) (Figure 4A). Analysis of the 477 genes downregulated by HFD + veh and upregulated by HFD + eRapa revealed enrichment in metabolic pathways, including cholesterol, icosanoid, sterol, and fatty acid metabolism, as well as protein folding and degradation processes such as ER‐associated protein degradation (ERAD) and the ER stress response (Figure 4B). Pathways conserved from this analysis compared to Cluster 3 in Figure 2 (i.e., downregulated by HFD and upregulated by HFD + eRapa) include ERAD pathway, Olefinic compound metabolic processes, response to ER stress, steroid metabolic process, alcoholic metabolic processes and fatty acid metabolic processes. Heatmaps for fatty acid metabolic processes and response to ER stress demonstrated that these pathways in HFD + eRapa‐treated mice closely resembled those in the ND + veh group (Figure 4C,D). Ingenuity Pathway Analysis (IPA) identified key transcriptional regulators of these genes, including *Trim24*, *Sirt1*, and *Hnf4a*, which play important roles in liver metabolic homeostasis and the modulation of inflammation (Figure 4E) (Tian et al. 2024; Van Dender et al. 2025; Jiang et al. 2015). Collectively, these results further show that rapamycin antagonizes additional HFD‐induced transcriptomic changes in livers of aged mice, indicating a protective effect against metabolic dysfunction in aging.

**FIGURE 4:**
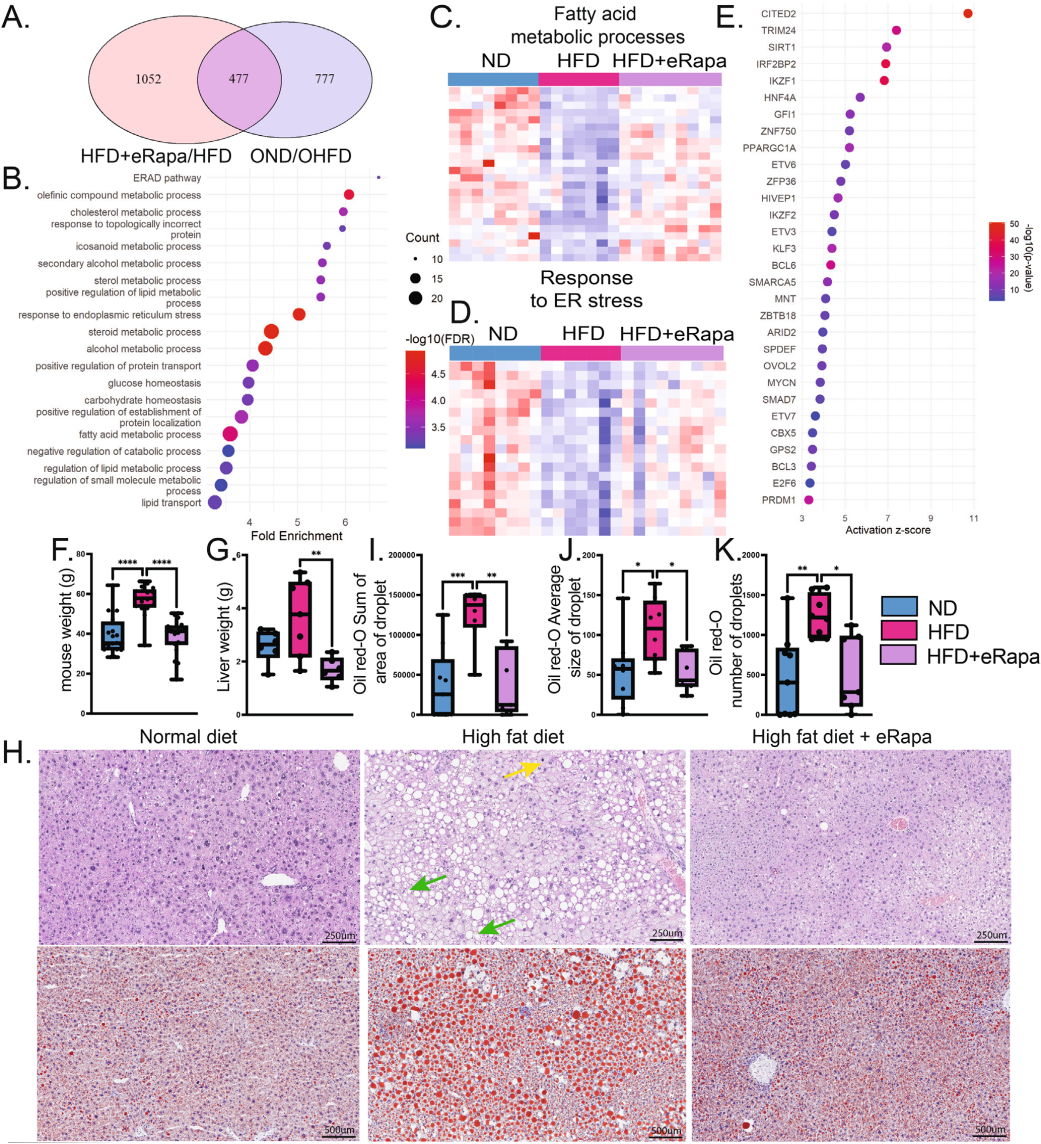
Rapamycin co‐treatment restores metabolic pathways prevents weight gain and steatosis in aged mice. (A) Venn diagram of overlapping genes downregulated by HFD versus ND and upregulated by eRapamycin; *p* = 3.49e–88, fold enrichment = 6.615. (B) KEGG enrichment analysis of the 477 overlapping genes. (C) Heatmap of genes involved in fatty acid metabolic processes. (D) Heatmap of genes associated with ER stress response. (E) Ingenuity Pathway Analysis identifying key transcriptional regulators of the 477genes. (F, G) Body weight and liver weight (g) of mice. (H) Representative liver histology: H&E staining (top row) and Oil Red O staining (bottom row). Yellow arrows indicate hepatocyte ballooning; green arrows indicate lipid droplets. (I–K) Quantification of Oil Red O staining: Total lipid area (I), average droplet size (J), and droplet number (K). Statistical analyses for weights and Oil Red O quantifications using one‐way ANOVA with post hoc Tukey's test. Significance is denoted as follows: *P* < 0.05 (*), *p* < 0.1 (**), *p* < 0.001 (***), *p* < 0.0001 (****).

Mice on HFD + veh exhibited significant weight gain, with a median final weight of 57.8 g compared to 35.3 g in the ND + veh group. In contrast, mice on HFD + eRapa had a reduced median final weight of 41.3 g (Figure 4F). Similarly, liver weights were highest in the HFD + veh group (3.7 g) compared to ND + veh (2.6 g), while HFD + eRapa showed reduced liver weight to 1.7 g (Figure 4G). Histological analysis with H&E and Oil Red O staining showed extensive lipid accumulation (Figure 4H, green arrows) and hepatocyte ballooning (Figure 4H, yellow arrows) in the livers of HFD + veh mice, whereas the addition of rapamycin markedly reduced lipid deposition, restoring liver morphology closer to that of the ND + veh group (Figure 4H–K). These findings demonstrate that rapamycin can assuage the response to metabolic stress in old mice, as reflected in normalization of metabolic transcriptional profiles and prevention of inflammation‐associated signaling, a reduction of total body weight and suppression of features of steatotic liver disease and NASH.

## 3 Discussion

This study demonstrates that aging amplifies components of the hepatic response to HFD‐induced metabolic stress and that rapamycin treatment effectively mitigates these HFD‐induced transcriptional and pathological changes in aged liver. 

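In hepatocytes, the age by diet interaction of the antigen presentation score was -0.17, -0.346 in batch 1 and -0.00817 in batch 2, and -0.198 with replicate blocks (two-sided permutation test, p = 0.598). With genes scaled within batch 2 alone it was 0.014, the opposite direction. For the interferon response score the interaction was -0.237, 0.0924 in batch 1 and -0.494 in batch 2 (permutation test, p = 0.567, adjusted p = 0.806). Rela (ENSMUSG00000024927), on chromosome 19 from 5637483 to 5648130, differed on HFD in old mice by -0.30 (standard error 0.12, adjusted p = 0.126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.40 in batch 1 and -0.24 in batch 2, and old HFD replicate 2 was lowest at 4.30 log2 CPM. Its interaction was -0.16 (standard error 0.16, adjusted p = 0.774 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.32 in batch 1 and -0.07 in batch 2, and young HFD replicate 1 was lowest of its group at 4.80 log2 CPM. Irf3 (ENSMUSG00000003184), on chromosome 7 from 44997648 to 45002848, differed on HFD in old mice by -0.06 (standard error 0.10, adjusted p = 0.76 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.15 in batch 1 and 0.01 in batch 2. The H2-Aa interaction was -3.28 (standard error 1.04, adjusted p = 0.531 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -5.60 in batch 1 and -1.67 in batch 2, uncertain since reads could be split between H2 copies.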

Whole liver and hepatocyte‐specific RNA‐sequencing revealed that aging exacerbates the upregulation of pro‐inflammatory/immune signaling pathways by HFD, while promoting the downregulation of genes involved in metabolism, cytochrome p450 and steroid hormone biosynthesis. Rapamycin treatment of aged HFD‐fed mice reversed many of these changes, including inflammatory transcriptional programs (e.g., *Stat1* and *Rela*) and suppression of metabolic gene expression. Together, these findings position aging as a key modifier of liver susceptibility to dietary metabolic stress and highlight rapamycin as a promising intervention to restore metabolic homeostasis and prevent diet‐associated disease progression in the setting of old age.

Aging is associated with increased vulnerability to metabolic stress, which contributes to disproportionate risk for MASLD and related health disparities in older populations. Older adults experience physiologic changes that impair metabolic flexibility, including reduced mitochondrial efficiency, decreased insulin sensitivity, and chronic low‐grade inflammation (Sheedfar et al. 2014; Palmer and Jensen 2022; Zhang et al. 2023). These age‐related alterations heighten susceptibility to lipid accumulation, hepatic steatosis, and systemic metabolic dysfunction in conjunction with poor diets or other metabolic stressors (Nunes‐Souza et al. 2016; Gan et al. 2011; Bertolotti et al. 2014; Estes et al. 2018; Delire et al. 2016). Moreover, aging is accompanied by changes in liver cell composition and phenotype, including increased immune cell infiltration and hepatocyte senescence, which may contribute to MASLD progression (Singh et al. 2008; Baiocchi et al. 2021; Liu et al. 2024; Kiourtis et al. 2024; Ogrodnik et al. 2017). Clinical evidence indicates that older individuals are more likely to experience severe steatosis, fibrosis, and adverse outcomes associated with MASLD, yet are often underrepresented in therapeutic trials (Sanyal et al. 2021; Kim et al. 2015; Alqahtani and Schattenberg 2021). Understanding how age alters the liver's response to dietary metabolic stress is critical for developing interventions that address the specific vulnerabilities of older individuals.

A limitation of our study is that within the geometric framework of nutrition (GFN), our diets are not merely “high fat” versus “control,” but represent a pronounced rebalancing of macronutrients (Simpson et al. 2017). Most notably a ~20‐fold shift in the carbohydrate: fat ratio (control diet ~7 to HFD ~0.33). Such changes in nutrient balance can alter food intake regulation and metabolic set points, which could influence hepatic and transcriptomic outcomes beyond fat content alone. Thus, in a more general sense, our study demonstrating the interactions of age and HFD is just one specific example of how age and diet composition can interact with each other. With the current experimental design, we cannot formally identify which aspect(s) of the changing diet is interacting with age, the change in fat content or the change in carbohydrate: fat ratio. However, in the case of the rapamycin study, our primary conclusions derive from pair‐wise comparisons within an identical macronutrient context: HFD + veh versus HFD + eRapa, thereby eliminating the confounding effects of diet composition and allowing us to attribute group differences to rapamycin treatment rather than to nutrient geometry. An additional limitation is that albumin content was assessed in liver homogenates as a surrogate index of hepatocyte synthetic function, because serum was not collected at the time of the study. Unlike serum albumin, which is widely used as a sensitive marker of hepatic protein synthesis and global liver function, the intrahepatic albumin pool is relatively buffered and changes more slowly in response to metabolic or inflammatory stress. Also, measurement of liver homogenate albumin can be influenced by hepatocyte number, total protein content, and albumin trafficking as well as synthesis. Albeit with these caveats, we did not detect any significant differences in hepatic albumin content between old mice maintained on ND, HFD + veh, or HFD + eRapa. This provides some reassurance that the dietary and pharmacological interventions used here do not cause gross impairment of hepatocyte function in aged animals.

Liu et al. (2014) reported that chronic rapamycin treatment increased fat mass and body mass on HFD. In our study, rapamycin reduced body and liver mass of HFD‐fed mice. As potential reconciliation of this discrepancy, we note that Liu et al. (2014) used 14 ppm eRapa for several months in young mice, while we used 42 ppm eRapa beginning at 4 months of age until euthanasia at 20 months. Conceivably, the difference in dose of eRapa and age of the mice is responsible for the observed difference in body weight change. Notably, like our study, prior studies have reported rapamycin‐induced weight loss (Leontieva et al. 2014a; Schindler et al. 2014; den Hartigh et al. 2018). Importantly, weight loss in these studies occurred despite equal food intake or even hyperphagy, suggesting that rapamycin‐induced weight loss is not due to decreased food intake and caloric restriction (Leontieva et al. 2014a; Schindler et al. 2014; den Hartigh et al. 2018). Although in our study we did not measure food consumption, chow was replaced weekly, food consumption appeared comparable between cohorts, and visual inspection at necropsy consistently showed diet coloring throughout the gastrointestinal tract across cohorts. Consequently, weight loss due to decreased food consumption seems unlikely. Even so, some of the observed transcriptomic changes associated with rapamycin might still be a secondary consequence of weight loss rather than a direct pharmacologic effect of rapamycin in the liver. However, we observed marked effects of rapamycin on biochemical and transcriptomic markers of mTOR activity in liver, making it seem unlikely that all effects of rapamycin are secondary to weight loss. In sum, our observation of rapamycin‐induced body weight loss is in line with several, but not all, previous studies and is unlikely to be due to decreased food intake.

HFD has been previously noted to recapitulate multi‐system aging phenotypes, including hepatic dysfunction (Newman et al. 2015). Indeed, previous studies have investigated the effects of candidate longevity/healthy aging interventions on effects of diet, including HFD. Resveratrol given to mice on high‐calorie/HFD improves survival and metabolic health while remodeling hepatic gene expression and protecting against steatosis, establishing an early precedent for liver transcriptomic effects under HFD plus a candidate longevity compound (Baur et al. 2006). Chronic rapamycin feeding produces major pathway‐level reprogramming of the liver transcriptome that is enhanced when combined with dietary restriction, demonstrating potent diet–drug interactions at the hepatic omics level (Fok, Chen, et al. 2014; Fok, Bokov, et al. 2014). Extending from transcript to protein, a proteomics atlas across 40 diet formulations showed that diet is the dominant driver of hepatic proteome state, with rapamycin, resveratrol, and metformin modifying diet‐evoked proteomic programs, again underscoring that longevity/healthy aging drugs reshape liver responses to nutrient environment rather than acting in isolation. However, few studies have investigated the effects of candidate longevity/healthy aging interventions on dietary stress in aged mice, as we have done here (Leontieva et al. 2014a, 2014b; Blagosklonny 2008).

Rapamycin has emerged as a promising intervention capable of simultaneously targeting age‐related decline and maladaptive responses to metabolic stress. Through inhibition of mTORC1, rapamycin suppresses anabolic pathways and can promote a shift toward oxidative metabolism and mitochondrial efficiency (Zhang, Xiao, et al. 2025). It enhances fatty acid oxidation and activates transcriptional regulators like *Pparα* and *Sirt1*, supporting improved lipid metabolism and stress resilience. In preclinical models of aging and metabolic disease, rapamycin has been shown to restore metabolic gene expression, reduce adiposity, and alleviate hepatic steatosis (Chang et al. 2009; Bitto et al. 2021; Leontieva et al. 2014a, 2014b). While the benefits of rapamycin have been characterized in either metabolic disease or aging models individually, they have not been thoroughly explored in the context of their intersection, where aging amplifies vulnerability to metabolic stress. Our findings position rapamycin as a therapeutic candidate capable of restoring metabolic resilience in the aged liver, offering a strategy to counteract the compounding effects of age and dietary stress on metabolic health.

Among the pathways most strongly affected by age and HFD in both whole liver and isolated hepatocytes was the degradation of branch chain amino acids (BCAA): valine/leucine/isoleucine. The aged transcriptome was enriched for expression of genes involved in BCAA degradation and this was offset by HFD. 

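Bckdha (ENSMUSG00000060376), a subunit gene of the branched-chain ketoacid dehydrogenase on chromosome 7 from 25629946 to 25658981, had 68.6 ± 6.68 CPM (SD, n = 6) in young ND, 65.7 ± 9.21 in young HFD, 49.8 ± 15.5 in old ND and 46.4 ± 16.4 in old HFD. In hepatocytes its log2 fold change with age on ND was -0.43 (standard error 0.19, adjusted p = 0.167 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.16 in batch 1 and -0.60 in batch 2. On HFD in old mice Bckdha differed by -0.15 (standard error 0.19, adjusted p = 0.689 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.32 in batch 1 and -0.09 in batch 2. Bckdhb (ENSMUSG00000032263), a further subunit gene on chromosome 9 from 83925145 to 84124240, differed by 0.04 with age (standard error 0.11, adjusted p = 0.883 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.05 in batch 1 and 0.02 in batch 2. On HFD in old mice Bckdhb was higher by 0.54 (standard error 0.11, adjusted p = 0.00913 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.54 in batch 1 and 0.52 in batch 2. Bckdk (ENSMUSG00000030802), which encodes the kinase that inactivates the dehydrogenase and lies on chromosome 7 from 127904082 to 127910221, differed by 0.17 with age (standard error 0.14, adjusted p = 0.514 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.20 in batch 1 and 0.42 in batch 2. On HFD in old mice it differed by 0.26 (standard error 0.14, adjusted p = 0.279 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.43 in batch 1 and 0.21 in batch 2. Between old HFD and young ND, Bckdk was higher by 0.44 (standard error 0.14, adjusted p = 0.0221 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.24 in batch 1 and 0.63 in batch 2. With the replicate block the adjusted p of that test was 0.0428, and 0.0157 for Bckdhb on HFD in old mice. The age by diet interaction of the BCAA degradation score was 0.235, 0.354 in batch 1 and 0.0747 in batch 2 (two-sided permutation test, p = 0.562, adjusted p = 0.806). Of 46 BCAA degradation genes, 7 were in Cluster 1, which was raised by HFD in both ages (5.16-fold over chance, one-sided Fisher's exact test across genes, adjusted p = 0.00328). Another 7 were in the larger Cluster 3, which was lowered by HFD (1.12-fold, one-sided Fisher's exact test, unadjusted p = 0.439).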

Evidence indicates that reducing BCAA burden, either by restricting dietary BCAAs or by activating BCAA catabolism with branched‐chain ketoacid dehydrogenase kinase (BCKDK) inhibitors, ameliorates steatosis and diet‐induced obesity in mice (Cummings et al. 2018; Fontana et al. 2016; Zhang, Xu, et al. 2025; Bollinger et al. 2022; Acevedo et al. 2024; Roth Flach et al. 2023). In humans with MASLD/MASH, hepatic BCKDK expression and circulating BCCAs are elevated and associate with disease severity, with SREBP1 acting as a transcriptional activator of BCKDK (Grenier‐Larouche et al. 2022). Because rapamycin suppresses mTORC1–SREBP1 lipogenesis (Crewe et al. 2019), one can propose an extended model in which rapamycin lowers BCKDK, activates branched‐chain alpha‐keto acid dehydrogenase complex (BCKDH), and enhances BCAA degradation, thereby reducing lipogenic drive (Crewe et al. 2019; Porstmann et al. 2008). This convergence across diet mTORC1 inhibition points to mTORC1 → SREBP1 → BCKDK/BCKDH as a potential mechanistic axis linking rapamycin to improved hepatic metabolism.

Our results suggest that rapamycin can have dual benefit through its ability to promote healthy tissue function and reduce cancer risk. Steatosis is a risk factor for MASLD progression and liver cancer development. Histological analysis confirmed that rapamycin reduced liver steatosis and inflammation associated with HFD feeding in aged animals. Interestingly, rapamycin treatment of HFD mice also resulted in a marked reduction in liver tumorigenic index scores (Figure 3M), a marker of liver cancer risk (Wang et al. 2019). Our findings align with previous work on rapamycin increasing lifespan and delaying spontaneous tumor incidence in mice (Harrison et al. 2009; Blagosklonny 2008; D'adda Di Fagagna 2008). Thus, rapamycin may serve as a gerotherapeutic that simultaneously promotes metabolic health and cancer resistance in aging.

This study identifies aging as a key enhancer of liver vulnerability to dietary stress and highlights rapamycin as a potent modulator of this response. Aging exacerbates liver transcriptional responses of metabolic dysfunction, inflammation, and tumor risk when exposed to HFD. Rapamycin restores metabolic gene expression and suppresses inflammatory programs in aged hepatocytes of HFD fed mice. This intervention reduces liver steatosis, body weight, and tumorigenic risk scores. Findings support broader application of gerotherapeutics in suppressing combined age‐ and diet‐related metabolic dysfunction and cancer risk. These results provide rationale for use of gerotherapeutics as a disease‐modifying strategy in diet‐induced metabolic disease in older people.

## 4 Experimental Procedures

### 4.1 Animal Usage

All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of Sanford Burnham Prebys Medical Discovery Institute. Animal experiments were performed at Sanford Burnham Prebys Medical Discovery Institute Animal Facility in compliance with the IACUC guidelines. The studies performed within this manuscript were performed with all relevant ethical regulations regarding animal research. Young and old C57BL/6 animals were obtained from the NIA aging colony housed at Charles Rivers or breed within the institute or were purchased from Charles Rivers. Animals were housed 5 mice per cage and maintained under controlled temperature (22.5°C) and illumination (12 h dark/light cycle) conditions. High‐fat diet utilized within this study was obtained from Test Diet 58Y1 consisting of 60% calories from fat or “normal diet” 58Y2, 10% calories from fat. Microencapsulated rapamycin (42 ppm) and eudragit control were purchased from Emtora (formerly Rapamycin Holdings) and compounded into the appropriate diet by NewCO Distributors. Treatment is similar as described previously (Wilkinson et al. 2012; Cole et al. 2017; Wang et al. 2017). Mice were maintained on diet ad libitum until the time of euthanasia; diet was replaced weekly.

### 4.2 Hepatocyte Isolation

Following a protocol adapted from Charni‐Natan and Goldstein 2020, mice were euthanized via CO_2_ asphyxiation, and once immobilized, the abdominal cavity was opened to expose the inferior vena cava. A 24G × ¾″ catheter (Surflo, SR‐0X2419CA) was inserted into the vein, and the liver was perfused with 50 mL of pre‐warmed (42°C) HBSS (Gibco, Ref #14175–095) at a flow rate of 6 mL/min, followed by 40 mL of DMEM (Gibco, Ref #10313–021) containing Collagenase Type IV (Gibco, Ref #17104–019), also pre‐warmed to 42°C. After digestion, livers were excised and gently dissociated in ice‐cold DMEM supplemented with 2% Bovine Serum Albumin (BioWorld, CAS: 9048‐46‐8) and kept on ice. Cells were washed by centrifugation at 50 × g for 2 min at 4°C, with media changes repeated five times. The final cell suspension was resuspended in a gradient solution consisting of 40% Percoll (Cytiva, Ref #17089102), 10% 10× HBSS (Gibco, Ref #14065–056), and 60% DMEM, and centrifuged at 100 × g for 7 min at 4°C. Viable hepatocytes from the pellet were collected, washed once in DMEM at 50 × g, and counted using a hemocytometer with trypan blue exclusion for viability assessment.

### 4.3 Histology, Immunofluorescence and Staining

Picro‐Sirius Red staining was performed on 5 μm formalin‐fixed paraffin‐embedded (FFPE) liver sections following the protocol detailed by Emory University Microscopy in Medicine (see: link). For immunofluorescence, formalin‐fixed paraffin‐embedded sections were de‐paraffinized with 2× 5‐min washes in xylene followed by a 5‐min incubation in 100%, 90%, and 70% ethanol. Antigen retrieval using buffer (Tris, EDTA) was conducted using a steamer for 45 min. Primary antibodies: CD3 (Abcam, ab16669), CD45 (R&D Systems, clone 30‐F11) were incubated at 4°C overnight. Secondary antibodies Anti‐Mouse Alexa Fluor 594 (Invitrogen, A11032) and Anti‐Rabbit Alexa Fluor 488 (Invitrogen, A11008) were incubated at room temperature for 1 h in the dark followed by 15 min of DAPI and cover slip with Fluoromount‐G (Southern Biotech, 0100–01) and images using Nikon Eclipse Ti2 microscope.

### 4.4 Western Blotting

Homogenized tissue or cell suspensions were quantified using the Bradford assay (Pierce, Ref #1863028) on a SpectraMax 190 plate reader. SDS‐PAGE gels were freshly cast and run following the protocol described by Lynch et al. (PMID: 27791595) using the Bio‐Rad Mini‐PROTEAN Tetra System. Proteins were transferred to PVDF membranes (Immobilon‐PSQ, Millipore ISEQ00010) at 100 V for 70 min. Membranes were stained with Ponceau S (Sigma‐Aldrich, P7170‐1 L) prior to blocking with 5% skim milk (BD Difco, Ref #232100) in TBST for 1 h at room temperature. Primary antibodies: Phospho‐S240/244‐S6 (Cell Signaling Technologies, 5364), S6 Ribosomal protein (Cell Signaling Technologies, 2312), Stat1 (Cell Signaling Technologies, 9172) were incubated in 5% BSA (BioWorld, Ref #9048‐46‐8) overnight at 4°C with rocking. Secondary antibodies used were Goat anti‐Mouse IgG‐HRP (Thermo Fisher Scientific, Cat# 31446, RRID:AB_228318) and Goat anti‐Rabbit IgG‐HRP (Millipore, Cat# AP307P, RRID:AB_92641). Membranes were imaged for Ponceau S and HRP signal using a Bio‐Rad ChemiDoc Touch system, and images were processed and analyzed with Image Lab software. Antibodies used: total Stat1 (Cell Signaling Technologies 9172S), S6 Ribosomal protein (Cell Signaling Technologies 2317), phospho‐S6 Ribosomal protein (Cell Signaling Technologies 5364).

### 4.5 ELISA

Equal amounts of whole mouse liver homogenate were generated and examined (normalized to total protein quantity) using Mouse Albumin ELISA Kit RayBiotech (ELM‐Albumin‐1) as per company recommendations. Albumin in 96 plates was measured by 450 nm in Plate Reader (Epoch).

### 4.6 RNAseq Analysis

Raw fastq files were aligned to mm10 (Gencode vM23), using STAR (Dobin et al. 2013) 2‐pass pipeline. Aligned reads were filtered, sorted, and indexed by SAMtools V1.1.0 (Danecek et al. 2021). Genome tracks (bigWig files) were obtained by Deeptools V3.3.2 (Ramirez et al. 2016). Raw read counts were obtained by HTSeq V0.11.2 for differential analysis. Differentially expressed genes were obtained by DESeq2 V1.26.0 (Love et al. 2014) CuffLinks V2.2.1Trapnell (Trapnell et al. 2010) was used to compute FPKM values.

### 4.7 Clustering and Visualization of Differentially Expressed Genes

Differentially expressed genes (DEGs) were clustered based on their normalized FPKM expression values using hierarchical clustering with Pearson correlation distance and average linkage. Genes with missing or zero expression were removed, and expression values were scaled by row. Clusters were defined by cutting the dendrogram into groups for each gene cluster; normalized expression profiles were visualized by min‐max scaling each gene's expression across samples and plotting both individual gene trajectories and the average expression profile. These plots were used to assess shared expression dynamics across experimental groups.

### 4.8 Principal Component Analysis

PCA was performed on log_2_‐transformed FPKM values (with a pseudocount of 1) after transposing the matrix to set samples as rows. Genes with zero variance were excluded. PCA was conducted using the prcomp function in R, and the first three principal components were visualized using an interactive 3D scatter plot generated with the plotly package. Samples were colored by group to assess separation based on expression profiles.

### 4.9 Gene Set Overlap and Functional Enrichment Analysis

Overlapping up‐ and downregulated genes from two differential expression comparisons were identified and visualized using Venn diagrams (VennDiagram), with overlap significance calculated via hypergeometric testing and high‐precision *p* values (Rmpfr). Fold enrichment was computed using a mouse genome background of 32,179 genes.

### 4.10 GO and KEGG Enrichment Analyses

GO and KEGG enrichment analyses were conducted with clusterProfiler (*q* < 0.05, BH correction), and top terms were visualized using dot plots showing fold enrichment and –log_10_ adjusted *p* values. For selected GO terms, *Z*‐score–normalized expression values were used to generate heatmaps of associated genes across experimental groups.

### 4.11 Ingenuity Pathway Analysis (IPA)

Upstream regulator analysis was performed using Ingenuity Pathway Analysis (IPA) and filtered to include only transcription factors. Transcription factors with significant overlap (*p* < 0.05) and non‐zero activation z‐scores were retained. The top 30 predicted activators and inhibitors were ranked by activation z‐score and visualized as dot plots, with color indicating –log_10_ *p* value. Positive *z*‐scores reflect predicted activation, while negative *z*‐scores indicate predicted inhibition.

### 4.12 Correlation Analysis of Gene Expression Changes

To assess how Rapamycin modulates gene expression changes induced by a high‐fat diet (HFD), log_2_ fold changes (log_2_FC) were calculated for ND versus HFD and HFD versus Rapamycin using normalized FPKM values. The analysis included genes that were differentially expressed in the HFD condition relative to ND. Log_2_FC values were computed using group means and a pseudocount (ε = 1e–3) to avoid division by zero. A scatter plot was generated to compare the two contrasts, and Pearson correlation was used to quantify their relationship.

### 4.13 Use of Artificial Intelligence Technology

ChatGPT was used for grammatical and formatting purposes with human oversight. The ideas and development of the manuscript along with results and conclusions were generated and reviewed by authors on the manuscript prior and post writing.

## Author Contributions

Aaron Havas and Adarsh Rajesh contributed equally for the development, actualization and execution of experiments along with data analysis and writing of the manuscript. Xue Lei: contributed computational analysis and manuscript writing. Jessica Proulx, Adam Field, Andrew Davis, Marcos Garcia Teneche, and Armin Gandhi: contributed experimental execution and manuscript writing. Karl N. Miller: contributed experimental design and manuscript writing. Jin Lee and Gen‐Sheng Feng: contributed experimental execution and manuscript writing for the revisions of the manuscript. Peter D. Adams: contributed experimental design, data analysis, data interpretation, and manuscript writing and revisions.

## Funding

This work was supported by National Institute of Aging (P01 AG031862, P01 AG073084, and U54 AG079758), American Society of Hematology, National Cancer Institute (T32 CA211036) and Cancer Center Support Grant to Sanford Burnham Prebys (P30 CA030199‐44), for support of Core Facilities (Animals, Histology, Flow Cytometry and Genomics).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** Aging exacerbates high‐fat diet (HFD)‐induced metabolic stress responses. (A) Immunofluorescence of young (5‐month‐old) and aged (22‐month‐old) mouse liver after 9 weeks of HFD examining Cd45 (green) and Cd3 (red) expression within large tertiary lymphoid‐like structures and immune infiltration observed in old mouse with HFD.
**Figure S2:** CYBRSORTx representation of immune transcripts in whole mouse liver RNAseq young (5‐month‐old) and aged (22‐month‐old) mice after 9 weeks of HFD or control diet. Statistical analysis was performed using one‐way ANOVA with post hoc Tukey's test; *p* < 0.05 is indicated by an asterisk (*), *p* < 0.05 (*), *p* < 0.1 (**), *p* < 0.001 (***), *p* < 0.0001 (****).
**Figure S3:** HFD+eRapa abrogates gene expression associated with aging, reduces mTor signaling and SASP in old mouse hepatocytes. (A) ELISA‐measured albumin concentration (450 nm absorbance) in whole liver homogenates, with equal total protein loaded per sample. (B–E) Heatmap and quantitated score of mTor target gene expression of (B, C) GO, and (D, E) KEGG. (F, G) GO BCAA catabolism. (H, I) KEGG BCAA degradation in isolated hepatocytes. (J) Scatter plot comparing gene expression changes induced by age (young ND vs. old ND) to all gene expression changes with eRapamycin (eRapa + HFD vs. HFD + veh) hepatocytes. (K, L) Heatmap of SASP gene expression. Statistical analysis used to compare mouse cohorts was one‐way ANOVA with post hoc Tukey's test.

## Data Availability

All data generated for this manuscript is available publicly from the Gene Expression Omnibus (GEO) repository. The whole liver young versus old ± HFD (Figure 1) RNAseq accession number is GSE313644. The isolated hepatocyte young vs. old ± HFD RNAseq (Figure 2) accession number is GSE243906 and the old HFD + Rapamycin RNAseq (Figures 3 and 4) accession number is GSE316732.

# Supplementary material for: Rapamycin Reverses the Hepatic Response to Diet‐Induced Metabolic Stress That Is Amplified by Aging
**Source:** Aging Cell. 2026 Feb 7;25(2):e70395. doi: 10.1111/acel.70395
**Supplement:** Supplementary file 1 — Figure S1: Aging exacerbates high‐fat diet (HFD)‐induced metabolic stress responses. (A) Immunofluorescence of young (5‐month‐old) and aged (22‐month‐old) mouse liver after 9 weeks of HFD examining Cd45 (green) and Cd3 (red) expression within large tertiary lymphoid‐like structures and immune infiltration observed in old mouse with HFD. Figure S2: CYBRSORTx representation of immune transcripts in whole mouse liver RNAseq young (5‐month‐old) and aged (22‐month‐old) mice after 9 weeks of HFD or control diet. Statistical analysis was performed using one‐way ANOVA with post hoc Tukey's test; p < 0.05 is indicated by an asterisk (*), p < 0.05 (*), p < 0.1 (**), p < 0.001 (***), p < 0.0001 (****). Figure S3: HFD+eRapa abrogates gene expression associated with aging, reduces mTor signaling and SASP in old mouse hepatocytes. (A) ELISA‐measured albumin concentration (450 nm absorbance) in whole liver homogenates, with equal total protein loaded per sample. (B–E) Heatmap and quantitated score of mTor target gene expression of (B, C) GO, and (D, E) KEGG. (F, G) GO BCAA catabolism. (H, I) KEGG BCAA degradation in isolated hepatocytes. (J) Scatter plot comparing gene expression changes induced by age (young ND vs. old ND) to all gene expression changes with eRapamycin (eRapa + HFD vs. HFD + veh) hepatocytes. (K, L) Heatmap of SASP gene expression. Statistical analysis used to compare mouse cohorts was one‐way ANOVA with post hoc Tukey's test.

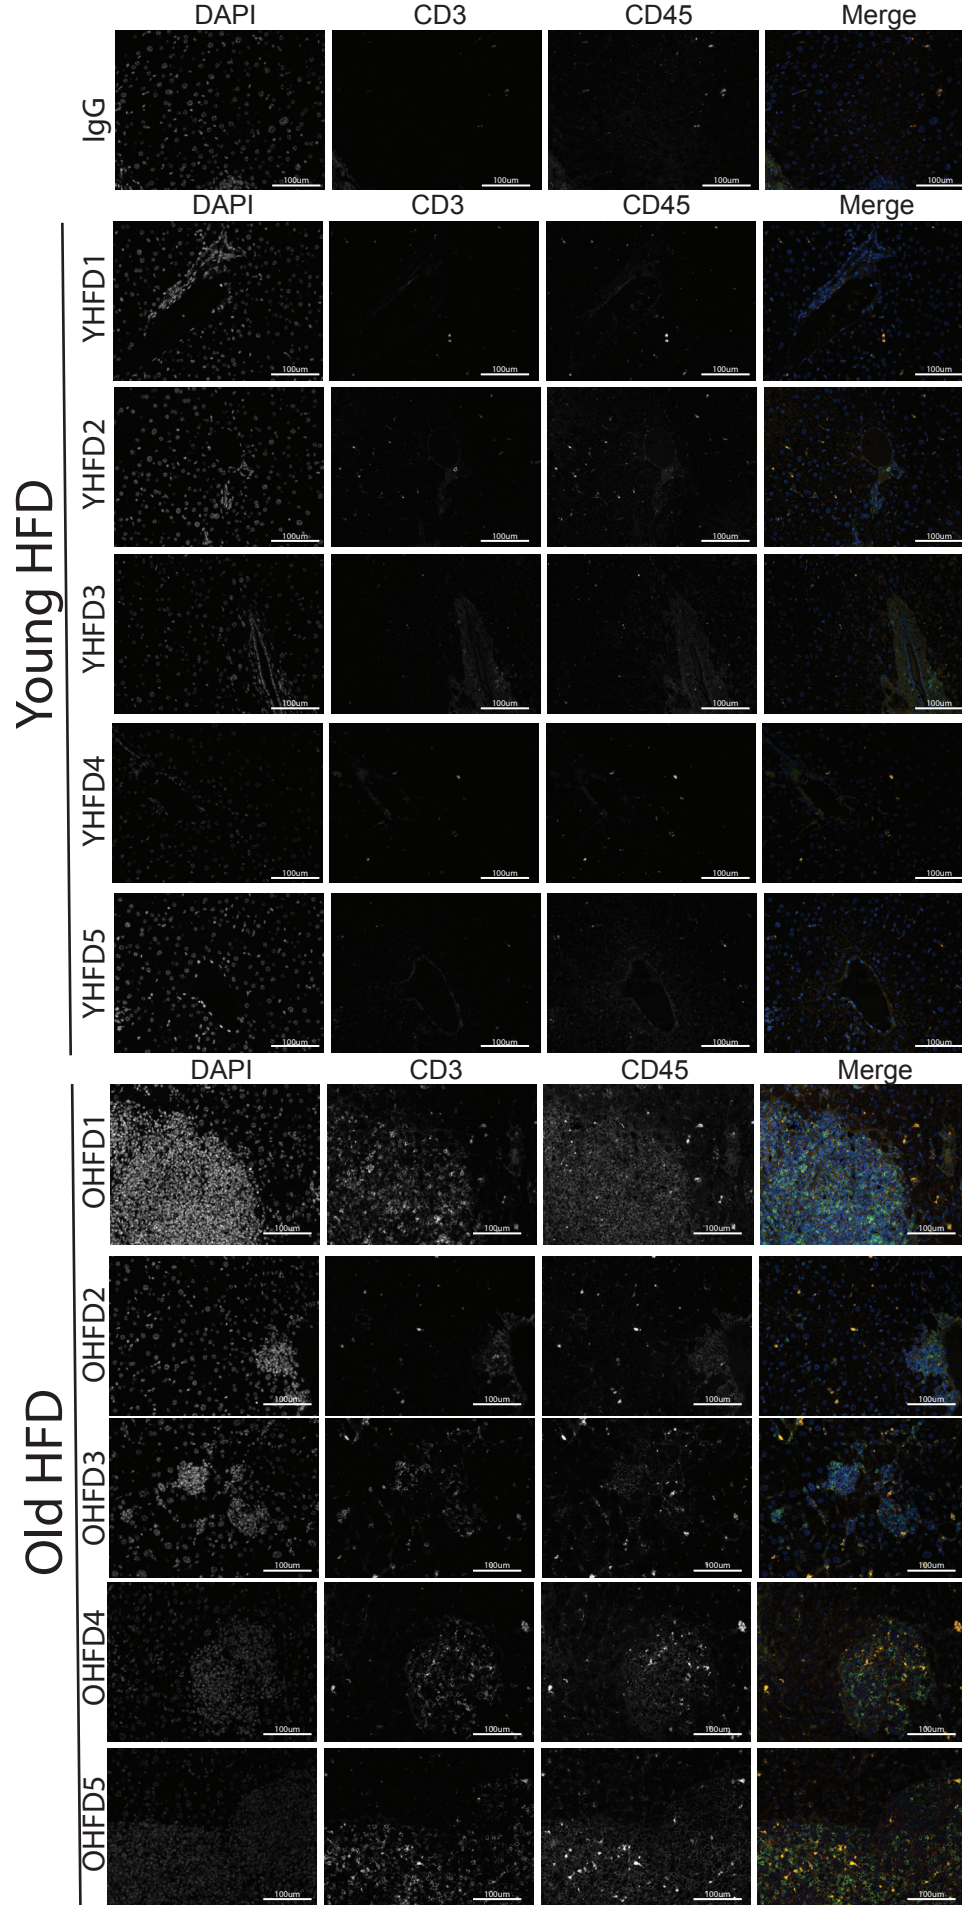

**Sup Fig 1 Aging exacerbates high-fat diet (HFD)-induced metabolic stress responses.**

(A) Immunofluorescence of young (5-month-old) and aged (22-month-old) mouse liver after 9 weeks of HFD examining Cd45 (green) and Cd3 (red) expression within large tertiary lymphoid-like structures and immune infiltration observed in old mouse with HFD.

YND N=4    OND N= 5  
YHFD N=5    OHFD N=4

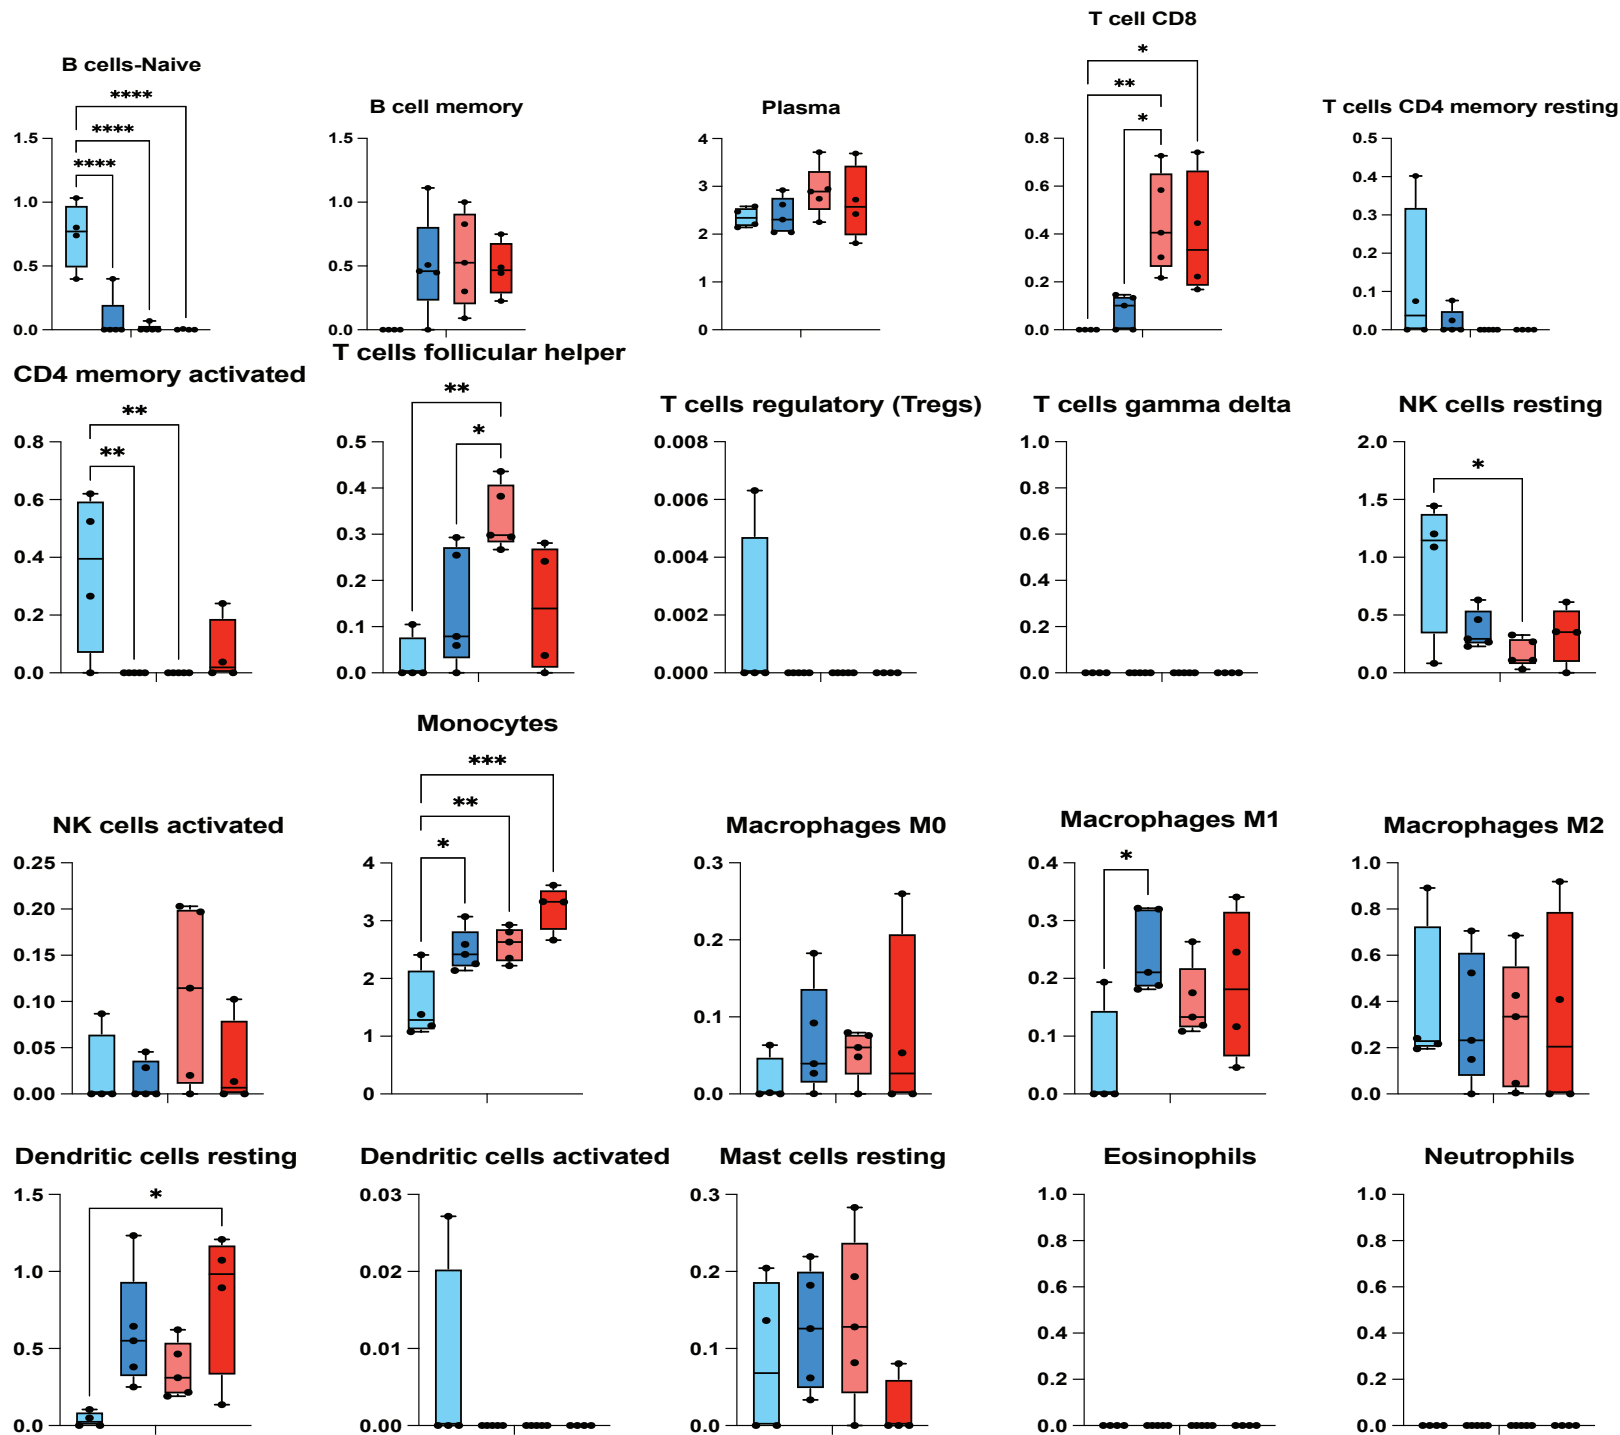

**Sup Fig 2** CYBRSORTx representation of immune transcripts in whole mouse liver RNAseq young (5-month-old) and aged (22-month-old) mice after 9 weeks of HFD or control diet. Statistical analysis was performed using one-way ANOVA with post hoc Tukey's test;  $p < 0.05$  is indicated by an asterisk (\*),  $p < 0.05$  (\*),  $p < 0.1$  (\*\*),  $p < 0.001$  (\*\*\*),  $p < 0.0001$  (\*\*\*\*).

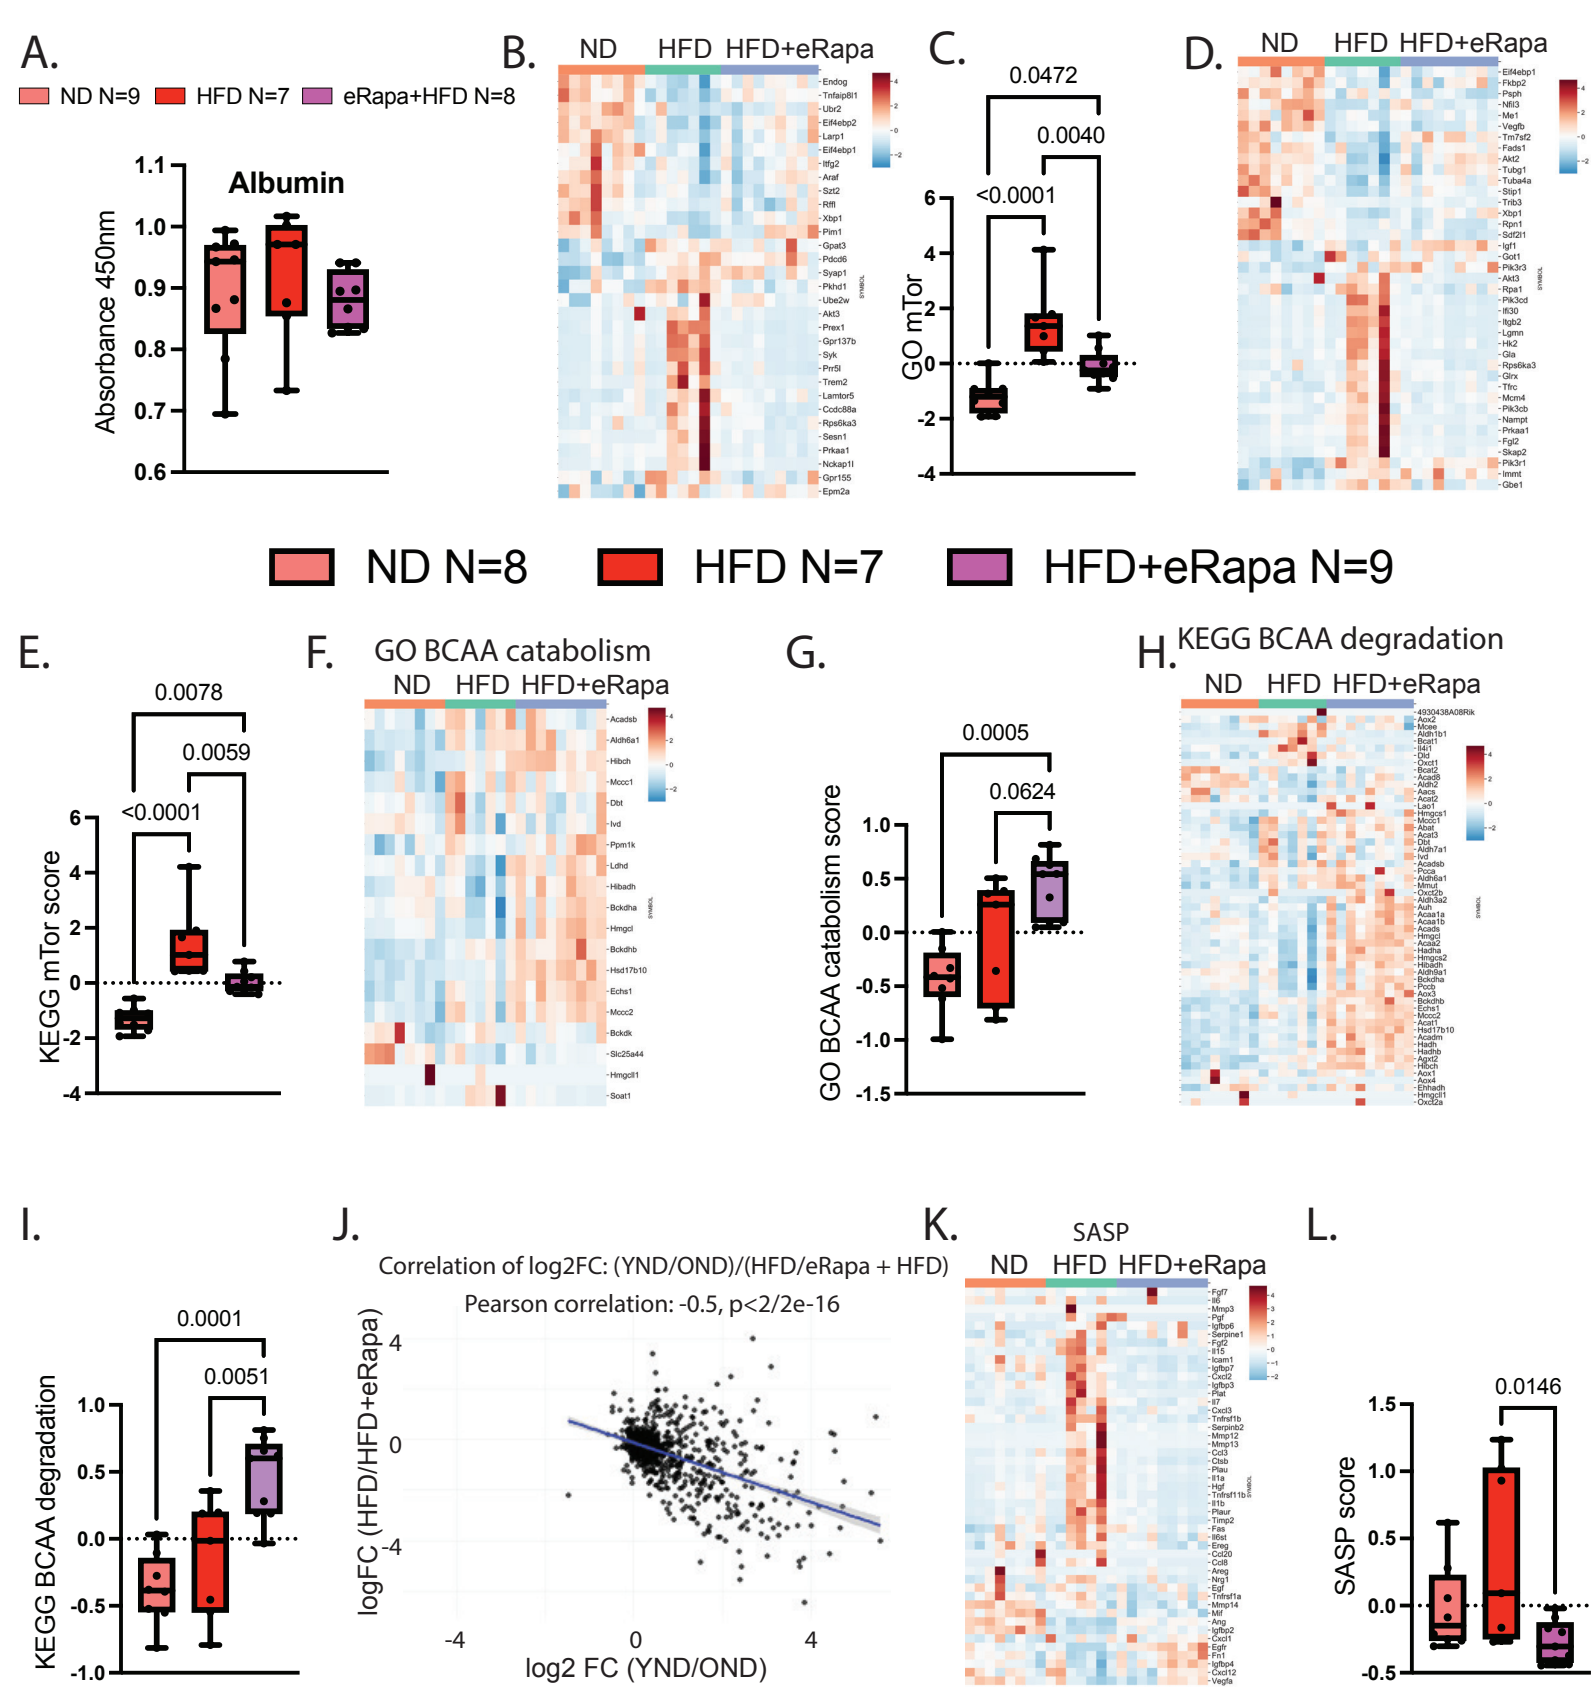

**Sup Fig 3** HFD+eRapa abrogates gene expression associated with aging, reduces mTor signaling and SASP in old mouse hepatocytes. (A) ELISA-measured albumin concentration (450 nm absorbance) in whole liver homogenates, with equal total protein loaded per sample. (B-E) Heatmap and quantitated score of mTor target gene expression of (B-C) GO, and (D-E) KEGG. (F-G) GO BCAA catabolism. (H-I) KEGG BCAA degradation in isolated hepatocytes. (J) Scatter plot comparing gene expression changes induced by age (young ND vs old ND) to all gene expression changes with eRapamycin (eRapa+HFD vs HFD+veh) hepatocytes. (K-L) Heatmap of SASP gene expression. Statistical analysis used to compare mouse cohorts was one-way ANOVA with post hoc Tukey's test.

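The age axis of this plot compares old ND with young ND hepatocytes, and the eRapamycin samples of its other axis were not analysed here. Among the genes with the highest log2 fold change with age was the metallothionein gene Mt1 (ENSMUSG00000031765), on chromosome 8 from 94179082 to 94180327, with 1.39 ± 0.985 CPM (SD, n = 6) in young ND and 111 ± 256 in old ND. Its log2 fold change was 5.99 (standard error 1.28, adjusted p = 0.00576 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3.25 in batch 1 and 6.15 in batch 2, and 4.05 with the replicate block. Old ND replicate 4 stood apart at 9.30 log2 CPM, where the highest of the other 5 old ND mice was 3.75. Across the fits that each left out 1 mouse, the change of Mt1 ran from 2.21 to 6.35. Among the lowest was the major urinary protein gene Mup17 (ENSMUSG00000096688), on chromosome 4 from 61591929 to 61595871, with 334 ± 231 CPM (SD, n = 6) in young ND and 39.5 ± 25.2 in old ND. The log2 fold change of Mup17 was -3.62 (standard error 0.90, adjusted p = 0.0137 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -3.84 in batch 1 and -2.97 in batch 2, and -3.24 with the block. Both values are uncertain, since reads could be split between copies of the Mt and Mup genes.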

How the deposited data were processed for this re-analysis (not part of the article)

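RNA-seq of isolated hepatocytes was analysed for 24 male mice in 4 groups of 6 (young ND, young HFD, old ND and old HFD), in 2 sequencing batches. Each mouse was assigned to its group, replicate number and batch from the sample labels. The labels and the paper differ on ages, substrain and the normal diet, and the names young, old, ND and HFD follow the paper. RNA-seq of whole liver and of mice given eRapamycin was not analysed here.

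The authors deposited whole-number counts per gene, made by 2-pass STAR alignment to mm10 with the Gencode annotation, filtering with SAMtools and counting with HTSeq. They also deposited FPKM values per gene, which the authors computed with CuffLinks and then adjusted between the batches with ComBat, a step named only with the deposited table. The FPKM table held 37789 genes, and 0 columns of either table had no matching sample. The authors called DEGs with DESeq2. Handling of strand and duplicates is not stated, so overlapping and near-identical genes could share reads. Gene positions are from the GENCODE annotation of GRCm38, which is the mm10 build.

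The main test for counts was edgeR 4.0.16 (R 4.3.3). It used TMM normalization, the filterByExpr minimum count by group, 1 model of all 24 mice with group and batch, and quasi-likelihood F tests with Benjamini-Hochberg adjustment within each comparison at an adjusted p of 0.05. Total counts per mouse, from 9200332 to 22185069, set the precision for genes with low counts. Counts come from PCR-amplified reads without molecular identifiers, so counting error is a lower limit on the error. Counts were simulated from each gene's mean share over all 24 mice, with 1 dispersion (spread beyond counting error) per gene that was the same in every group. In them, 200 of 13583 genes were changed. The test called 54% of genes changed by a log2 of 1 between young HFD and young ND and 78.5% of those changed by 2. For the interaction it called 31% and 66.5%, and at most 5.42% of calls were false. These rates are for equal spread in all groups. In the real counts the median SD of a gene's log2 CPM was 0.20 in young ND and 0.49 in old HFD, so the rates may not hold there. Without a difference, the exact permutation test within batches had p under 0.05 in 3.75% of 400 simulations and the interaction permutation test in 6%.

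Principal components were computed from log2(FPKM + 1) with genes centred. The distance to the young ND centroid and to a mouse's own group centroid over 3 components was compared with two-sided exact permutation tests that swapped mice within batches. With 3 mice against 3 in each batch the smallest p is 0.005. Within a single batch it is 0.1, so within-batch values are given without a test.

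DEGs of any comparison were clustered on group means of the FPKM values, scaled by row, with Pearson distance and average linkage, and the dendrogram was divided into 8 groups. A cluster was the group whose mean profile was nearest to the profile in Figure 2C, read by eye. Enrichment of 21 gene lists in 3 clusters was tested with one-sided Fisher's exact tests against the 13189 tested genes that could be clustered. The lists were written by hand, except BCAA degradation, taken from Figure S3H, and cytochrome P450, taken by gene symbol. A list's score was the mean z-score of log2 CPM, with a prior count of 2, over its tested genes. Scores were compared by exact permutation within batches, and the age by diet interaction by 100000 permutations of residuals. A separate family of 78 tests covered further lists and comparisons.

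The groups share replicate numbers, which come from the sample labels and belong to different mice. A model with the replicate number as a block in place of the batch is given beside main results. Old ND replicate 3 was in batch 2 and the other mice of that number in batch 1, so this block mixes batches. Permutation tests with blocks have a smallest p of 0.0312, so few scores could pass after adjustment. Genes named in the text were set by a rule before the data were examined. The rule took every gene the paper names, the 3 highest and the 3 lowest log2 fold changes of each comparison among DEGs with non-overlapping groups and an average of at least 1 log2 CPM, the 3 members of each list with the smallest adjusted p, and markers of substrain and sex. After the values were seen, the printed genes were narrowed to 1 of each such set of 3 and to the genes of the paper that bear on a sentence. Of the genes the paper names, 1 that would have been printed is not reported here. Alternatives tried were DESeq2 1.42.0 with and without batch, edgeR without batch, RLE normalization, no count filter, only the mice of the 2 groups compared, an added log2 fold change threshold of 1, limma 3.58.1 on log2(FPKM + 1) and each batch alone. Others were different component and clustering settings, a pseudocount of 0.1, Reactome gene lists from fgsea 1.28.0, and leaving out each mouse. Figures and permutation tests used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.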

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

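All tests of explanations in this part were chosen after the results were seen. Of 140 groups of 6 mice searched for a single far value, over total counts, principal components, scores and named genes, 15 had one, where 7 would be expected by chance. Several of these share a mouse.

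Old ND replicate 4 stood far from the other 5 old ND mice. Its distance from its own group in the principal components was 28.8 (others 7.64 to 15.2). Its cytochrome P450 score was -0.857 (others -0.16 to 0.168) and its steroid hormone biosynthesis score -1.47 (others -0.353 to 0.272). In log2 CPM, Cyp4a10 was 3.34 (others 5.87 to 7.33), Cyp3a11 10.57 (others 11.59 to 11.95) and Mt1 9.30 (others 1.94 to 3.75). A few genes taking most of the counts is a possible explanation, since its 10 top genes held 34.3% of counts against 21.6% to 26.7% in the others. Its total of 13692834 counts was just below the lowest of the others (13785530, replicate 1), but replicate 1 lay only 11.04 from the group, which goes against depth. Its immune cell marker score of 1.49 was just above the highest of the others (1.41, replicate 3), but replicate 3 lay only 7.64 from the group, which goes against immune cell content. Its 19548 genes detected lay inside the range of the others (18342 to 20289), which goes against few genes detected. Its hepatocyte marker score of -0.997 was below the others (-0.133 to 0.318), and its sinusoidal endothelial score of 1.85 was above them (-0.754 to 0.661). Few hepatocytes and more endothelial cells in the preparation are therefore a possible explanation as well. These values cannot separate the dominance of a few genes and the purity of the preparation from a biological difference of this mouse. No biological explanation was tested, since the design gives none for a single mouse.

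Old HFD replicate 2 was far from its own group in the principal components, at 40.2 (others 13.5 to 17.4). In log2 CPM its Gstk1 was 8.45 (others 6.87 to 7.41) and its Rela 4.30 (others 5.08 to 5.29). Its total of 12910211 counts and its immune cell marker score of 0.0821 lay inside the range of the others, which goes against depth and immune cell content. Its 10 top genes held 16.5% of counts, below the 20.4% to 28.6% of the others, which goes against a few genes taking most of the counts. It had 14905 genes detected, the fewest of the 24 mice (other old HFD mice 17415 to 19615), so few genes detected, from a library of low complexity, is a possible explanation. Its hepatocyte marker score of -0.319 was just below the others, but replicate 6, the lowest of them at -0.226, lay only 15.5 from the group, which goes against few hepatocytes in the preparation. Its sinusoidal endothelial score of -1.47 was below the others (-0.694 to 1.68), which goes against endothelial cells. No biological explanation was tested.

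Old HFD replicate 5 had 9200332 counts, against 12474622 to 13517632 in the other old HFD mice. In young HFD, replicate 1 had an interferon response score of 0.391 (others -0.267 to -0.146). Its Rela was 4.80 (others 5.13 to 5.23) log2 CPM. Replicate 2 of young HFD had a steroid hormone biosynthesis score of 0.516 (others -0.183 to 0.0179). In young ND, replicate 1 had an interferon response score of -0.639 (others -1.13 to -0.957) and Ifit1 at 3.31 (others 1.43 to 2.03) log2 CPM. No explanation was tested for these values.

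Gene lists that the paper does not discuss also differed with age. The score of stellate cell and fibroblast markers was 1.23 higher in old ND than in young ND, with 6 of 6 old mice above every young mouse (two-sided exact permutation test, p = 0.00286, adjusted p = 0.0488 over 78 tests), 1.88 in batch 1 and 0.783 in batch 2. The score of immediate early genes was 0.88 higher, with 5 of 6 old mice above every young mouse (exact permutation test, p = 0.00286, adjusted p = 0.0488), 0.757 in batch 1 and 0.966 in batch 2.

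Other liver cells carried over together are a candidate explanation for the stellate markers. Over deviations of 24 mice from their group and batch means, the stellate score followed the immune cell marker score (Pearson r = 0.775, two-sided permutation p = 0.00015, adjusted p = 0.000525; Spearman rho = 0.757, permutation p = 0.00059, adjusted p = 0.00138, over 7 relations), and r was 0.721 without the 2 mice farthest from the median immune score, 0.529 in batch 1 and 0.848 in batch 2. Sinusoidal endothelial markers did so too (Pearson r = 0.756, two-sided permutation p = 3e-05, adjusted p = 0.00021; Spearman rho = 0.748, permutation p = 0.00031, adjusted p = 0.00138), and r was 0.705 without the 2 mice farthest from the median immune score, 0.724 in batch 1 and 0.802 in batch 2. The immediate early score had no clear relation to it (Pearson r = 0.313, two-sided permutation p = 0.377, adjusted p = 0.377; Spearman rho = 0.237, permutation p = 0.375, adjusted p = 0.375), and r was 0.306 without the 2 mice farthest from the median immune score, -0.367 in batch 1 and 0.655 in batch 2. Its rise with age cannot be told apart from a longer dissociation of old livers, which was not tested. Age and substrain are confounded in both.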

How the results depend on the processing

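Alternatives were fixed before the data were examined, except the tests with the edgeR 4 form of the quasi-likelihood fit, with the immune cell marker score as a covariate and with counts drawn down to the smallest total, which were chosen after the results were seen. The cause of each change was not tested unless stated. Of the DEG counts and the percent of HFD genes with a larger change in old, outside the fits that left out a mouse, 67 values stayed within the limits set for them and 57 moved.

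With DESeq2 with batch, DEGs numbered 1255 for young HFD against young ND (67.6% higher, against 54.5% in the main test), 1137 for old HFD against old ND, 859 for old HFD against young HFD, 878 for old ND against young HFD and 4 for the interaction. Those 4 genes, chosen after their values were seen, were Cyp2b9 (log2 -4.95), Cyp26a1 (3.14), Psd4 (-1.85) and Cyp4a12a (1.61). Their adjusted p was 0.00419 for the first 3 and 0.0318 for the last by DESeq2, and 0.141 and 0.512 by edgeR's quasi-likelihood test. DESeq2 without batch gave 958 for old HFD against old ND (57.9% higher, against 45.5%), 576 for old HFD against young HFD and 4 for the interaction.

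Without batch, edgeR gave 174 for young HFD against young ND, 266 for old HFD against old ND, 628 for old ND against young ND and 116 for old HFD against young HFD. With no count filter the numbers were 1473, 1108, 2053 and 1235 in the same order, 1112 for old ND against young HFD and 587 for the interaction. Of the last, 569 were among the genes of the main test. With only the mice of the 2 groups they were 2474 for young HFD against young ND, 14 for old HFD against old ND, 1762 for old ND against young ND (70.5% higher against 85.4%), 54 for old HFD against young HFD and 2584 for old HFD against young ND.

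An added log2 threshold of 1 gave 272 for young HFD against young ND, 114 for old HFD against old ND, 133 for old HFD against young HFD, 1736 for old HFD against young ND (87.2% higher against 57.2%), 260 for old ND against young HFD and 2047 in total. With it, 33.3% of HFD genes had a larger change in old mice. On log2(FPKM + 1), limma gave 301 for young HFD against young ND, 252 for old ND against young ND and 180 for old HFD against young HFD (52.2% higher against 81.2%), and 44.3% of DEGs of old HFD against young ND were higher.

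Batch 1 alone gave 130 for young HFD against young ND, 15 for old HFD against old ND, 93 for old ND against young ND, 9 for old HFD against young HFD, 919 for old HFD against young ND, 11 for old ND against young HFD and 935 in total. Batch 2 alone gave 9, 16, 2, 0, 617 and 53 in the same order and 659 in total, with 1992 genes at an unadjusted p under 0.05 where the number was 0. The edgeR 4 form gave 571 for old HFD against young HFD. With the immune score as a covariate the numbers were 170 for young HFD against young ND, 8 for old ND against young ND, 30 for old HFD against young HFD, 144 for old HFD against young ND, 282 for old ND against young HFD and 862 in total.

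With the replicate block, 283 genes differed between young HFD and young ND, 131 between old HFD and young HFD and 1 for the interaction (Raet1d, chosen after its value was seen, at a log2 of 1.17 and an adjusted p of 0.0392 by edgeR's quasi-likelihood test, against 0.531 in the main test). In exact permutation tests with the block, the spread of old HFD in the principal components had an adjusted p of 0.0781 against young ND (difference 13.3) and young HFD (11.8), and the immune cell marker difference of old HFD and old ND was -0.0266.

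The distance of old HFD from young ND, less that of young HFD, was 12.99 over all components (exact permutation test, adjusted p = 0.025). On log2 CPM the spread against young HFD was 38.99 (adjusted p = 0.075). Cluster 1 held 212 genes on log2 CPM and 198 genes when taken by a correlation of 0.9 with the paper's profile. Cluster 2 held 1985 with 6 dendrogram groups, 1536 from the DEGs of DESeq2 and 2161 on log2 CPM, and Cluster 3 held 1065 by correlation.

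List scores changed direction in 11 values outside the fits that left out a mouse. Values of a single batch were recomputed with genes scaled within that batch, so they differ from the within-batch values of the scores scaled over 24 mice. The cytochrome P450 difference in young mice was 0.163 unscaled, 0.0278 on FPKM and 0.0178 in batch 2. Its difference in old mice was -0.0373 in batch 1 and its interaction -0.0894 unscaled. The immune cell marker difference of old HFD and old ND was -0.0633 on FPKM, -0.0528 for genes with at least 1 log2 CPM and -0.0504 in batch 1. The steroid difference in old mice was 0.0404 with the Reactome list, and the antigen presentation interaction 0.014 in batch 2. The interferon difference with age was 0.701 with the Reactome list (exact permutation test, adjusted p = 0.0486). With such lists the antigen presentation difference with age fell to 0.203 (exact permutation test, p = 0.203), and the interferon difference on HFD in old mice to 0.0424 (p = 0.849). No Reactome list was used for immune cell markers.

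Of the named genes, 2 values outside the fits that left out a mouse reversed. These were Bckdk with age at -0.20 in batch 1, and Irf3 on HFD in old mice at 0.00813 in batch 2. Another 33 were weaker and 1 stronger.

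Across the 24 fits that each left out 1 mouse, DEGs ranged from 146 to 998 for young HFD against young ND, 84 to 823 for old HFD against old ND, 586 to 1592 for old ND against young ND, 40 to 813 for old HFD against young HFD, 3314 to 4722 for old HFD against young ND, 309 to 893 for old ND against young HFD, 0 to 1 for the interaction and 3813 to 5296 in total. The percent with a larger change in old ranged from 44.6 to 61.3. Distances of old HFD ranged from 8.12 to 17.9 against old ND and 10.4 to 17.8 against young HFD. Spreads ranged from 0.966 to 10.7 against old ND, 6.47 to 14.1 against young HFD and 4.26 to 15.7 against young ND, and the last 2 were smallest without old HFD replicate 2.

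Score differences ranged with age on ND from -0.864 to -0.609 (BCAA degradation), 0.749 to 0.953 (antigen presentation), 1.14 to 1.45 (immune cell markers) and 0.966 to 1.31 (interferon response). On HFD in old mice they ranged from 0.0886 to 0.627 (BCAA degradation), -0.0772 to 0.115 (cytochrome P450), -0.137 to 0.243 (immune cell markers), 0.425 to 0.867 (interferon response) and -0.324 to -0.02 (steroid hormone). On HFD in young mice they ranged from -0.107 to 0.011 (cytochrome P450) and -0.433 to -0.316 (steroid hormone), and the interactions from -0.323 to 0.0204 (antigen presentation) and -0.0519 to 0.148 (cytochrome P450). Irf3 on HFD in old mice ranged from -0.0968 to 0.00982.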

Differences from the paper's values

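All comparisons with the paper's values used tests set before the data were examined, except the covariate test, chosen after the results were seen. No main value differed from the paper's by more than 1.5 times. DEGs of any pairwise comparison numbered 4650 against the paper's 5565. DESeq2 with batch gave 5691 and edgeR without a count filter 5601. Clusters 1, 2 and 3 held 389, 975 and 1796 genes against the paper's 439, 1033 and 1421. Together they held 67.96% of DEGs against the paper's 50% or more. The total differed by more than 1.5 times with edgeR without batch (3446), the added log2 threshold (2047), limma on FPKM (3607), each batch alone (935 and 659) and the immune score as covariate (862).

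The paper describes the aged transcriptome as enriched for BCAA degradation. The BCAA degradation score was lower in old ND than in young ND, by -0.749 (two-sided exact permutation test, p = 0.0171, adjusted p = 0.0651), with 3 of 6 old mice below every young mouse. It stayed negative under every alternative run for it, from -0.908 to -0.351, with adjusted p from 0.0317 to 0.203 (exact permutation test). The adjusted p was under 0.05 in 2 of the 24 fits that left out 1 mouse. The mean fatty acid degradation score also fell, from 0.293 in young ND to -0.598 in old ND, and the peroxisome score from 0.26 to -0.568, without a test. A lower level was therefore not particular to BCAA degradation.

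The paper associates Cluster 3 with cytochrome P450 by KEGG pathways, which were not analysed here. The list used here was taken by gene symbol, so it does not test the paper's enrichment. In Cluster 3 were 16 of 70 cytochrome P450 genes (1.68-fold, one-sided Fisher's exact test across genes, which are not independent, adjusted p = 0.137), so enrichment of this list was not established. In Cluster 1 were 9 of 70 (4.36-fold, adjusted p = 0.00214).

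The paper describes age as amplifying the HFD response in Clusters 2 and 3. No gene of either cluster had an adjusted p under 0.05 for the age by diet interaction (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 140 and 78 at an unadjusted p under 0.05. Over all genes tested, DESeq2 with batch called 4 genes and edgeR without a count filter 587. An interaction call does not by itself mean a larger change in old mice. Of the 587, 100 were positive and 487 negative, and in that fit 47.9% of HFD genes had a larger change in old mice. These calls therefore do not show amplification.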

Other observations

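Tests of the immune cell covariate, of other splits of the mice, of median distances and of counts drawn down to the smallest total were chosen after the results were seen.

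Whether chance alone could give the numbers of DEGs was examined with other splits of the mice, made by swapping the group labels of same-numbered mice. For each of the 6 pairwise comparisons, 1 of 32 splits, the real one, gave as many DEGs. The most DEGs in any other split was 0 for young HFD against young ND, 15 for old HFD against old ND, 481 for old ND against young ND, 1772 for old HFD against young ND, 191 for old HFD against young HFD and 3 for old ND against young HFD. For the total over all comparisons 1 of 40 splits, again the real one, was as large. For the age by diet interaction, 40 of 40 splits gave at least the 0 DEGs of the real one, which no split could fail to do, so this number tells nothing. Of the 40, 9 gave as many as its 1247 genes at an unadjusted p under 0.05, and 12 gave as large a percent of HFD genes with a larger change in old mice. In these 40 splits age labels were swapped separately in each diet, which carries the age effect into the interaction, and 1 split gave as many as 662 interaction DEGs. They therefore cannot tell whether the excess of interaction genes and the 54.6% exceed chance, and no conclusion is drawn from them.

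Immune cell content of the preparations may contribute to the differences between the groups. With the immune cell marker score of 34 genes as a covariate, 144 genes differed between old HFD and young ND in place of 4100, and 8 between old ND and young ND in place of 1155. As covariates, 0 of 39 random lists of the same size and expression left as few genes for old HFD against young ND (from 224 to 4842, median 3278). For old ND against young ND 1 of 39 did (from 8 to 385, median 34). The score follows the groups, so a covariate also takes up part of any effect of age or diet. Random lists lowered the age comparison as well, and biology and cell content cannot be separated by this test. For HFD in old mice, 609 genes differed with the covariate against 409 without, and 25 of 39 random lists left as few. For HFD in young mice, 170 differed with it against 475 without, and 2 of 39 random lists left as few.

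Residual immune cells as the only source of the rise of antigen presentation genes on HFD in old mice were weighed by class II against class I genes, in a comparison set before the data were examined. The HFD difference in score of class II minus class I was -0.945, which goes against such cells as the only source, since class II is expressed mainly by antigen-presenting cells. Over 24 mice, deviations of the antigen presentation score from group and batch means followed the immune cell marker score (Pearson r = 0.887, two-sided permutation p = 0.0061, adjusted p = 0.00712; Spearman rho = 0.842, permutation p = 0.00329, adjusted p = 0.00461, over 7 relations), and r was 0.837 without the 2 mice farthest from the median immune score, 0.93 in batch 1 and 0.878 in batch 2. Part of the score may come from residual immune cells. Lyz2, a marker of macrophages, was 4.14 higher on the log2 scale in old ND than in young ND (standard error 0.75, adjusted p = 0.00318 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 6.70 in batch 1 and 3.31 in batch 2.

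Library size is a technical explanation for the distance of old HFD mice, since 0 of 6 had a total inside the range of the other mice. When all mice were drawn down to the smallest total, old HFD mice were still 45.1 farther from young ND than young HFD mice in the principal components of log2 CPM, against 48.9 with all counts (two-sided exact permutation test, adjusted p = 0.1 and 0.1). In those counts 3759 genes differed between old HFD and young ND. Depth alone therefore does not account for the number of DEGs. The difference in distance did not pass with either set of counts, so no conclusion on depth is drawn from it. The median distance of old HFD exceeded that of old ND by 15.5, which goes against a few old HFD mice as the source of the difference in means from old ND, itself not established (exact permutation test, p = 0.203).

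Time of day of collection was weighed with clock genes, in a test set before the data were examined. Their shift between groups stood at percentile 71.55 of random lists of the same size and expression, so over all groups the shift did not exceed that of most such lists. Clock genes were enriched in Cluster 1, which rose on HFD (4 of 16 genes, 8.48-fold, one-sided Fisher's exact test across genes, which are not independent, adjusted p = 0.00714). Their score was 0.337 higher on HFD in young mice, 0.552 in batch 1 and 0.121 in batch 2 (two-sided exact permutation test, p = 0.085, adjusted p = 0.237), and 0.116 higher in old mice, -0.0668 in batch 1 and 0.244 in batch 2 (p = 0.654). A difference in collection time between the diets is therefore not excluded.

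The labels give different substrains for young and old mice. Nnt, which carries a deletion in C57BL/6J, was below all young mice in 4 of 12 old mice, with 1.56 ± 0.595 CPM (SD, n = 12) in old and 2.08 ± 0.365 in young mice. Its low level and overlap leave open whether a substrain difference between the age groups contributes to the genes that differ with age.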
